# GIRK1 triggers multiple cancer-related pathways in the benign mammary epithelial cell line MCF10A

**DOI:** 10.1038/s41598-019-55683-w

**Published:** 2019-12-17

**Authors:** Gebhard Schratter, Susanne Scheruebel, Sonja Langthaler, Katja Ester, Brigitte Pelzmann, Nassim Ghaffari-Tabrizi-Wizsy, Simin Rezania, Astrid Gorischek, Dieter Platzer, Klaus Zorn-Pauly, Helmut Ahammer, Andreas Prokesch, Stefanie Stanzer, Trevor T. J. Devaney, Kurt Schmidt, Stephan W. Jahn, Ruth Prassl, Thomas Bauernhofer, Wolfgang Schreibmayer

**Keywords:** Biochemistry, Biophysics, Cancer, Cell biology, Molecular biology, Biomarkers, Diseases, Medical research, Molecular medicine, Oncology

## Abstract

Excessive expression of subunit 1 of GIRK1 in ER^+^ breast tumors is associated with reduced survival times and increased lymph node metastasis in patients. To investigate possible tumor-initiating properties, benign MCF10A and malign MCF7 mammary epithelial cells were engineered to overexpress GIRK1 neoplasia associated vital parameters and resting potentials were measured and compared to controls. The presence of GIRK1 resulted in resting potentials negative to the controls. Upon GIRK1 overexpression, several cellular pathways were regulated towards pro-tumorigenic action as revealed by comparison of transcriptomes of MCF10A^GIRK1^ with the control (MCF10A^eGFP^). According to transcriptome analysis, cellular migration was promoted while wound healing and extracellular matrix interactions were impaired. Vital parameters in MCF7 cells were affected akin the benign MCF10A lines, but to a lesser extent. Thus, GIRK1 regulated cellular pathways in mammary epithelial cells are likely to contribute to the development and progression of breast cancer.

## Introduction

G-Protein coupled receptors (GPCRs) represent one of the largest gene families in humans and comprise a sizeable number of plasma membrane bound sensors as cellular targets for endocrine signaling molecules. Opposed to this stands a handful of direct effectors for G-protein signaling. Amongst these effectors are G-Protein-activated Inwardly Rectifying Potassium Channels (GIRKs) which link the presence of extracellular signalling molecules to hyperpolarisation of the membrane potential. Activation of GIRKs occurs following the binding of ligands to GPCRs. Subsequently, membrane delimited pertussis toxin-sensitive G-protein βγ subunits are released and directly activate GIRK K^+^ channels, stabilizing the cells’ resting membrane potential. Four different genes exist in the human genome which encode GIRK1 (Kir3.1), GIRK2 (Kir3.2), GIRK3 (Kir3.3) and GIRK4 (Kir3.4). These subunits form heterotetrameric and/or homotetrameric ion channels in the plasma membrane^1^. GIRKs serve important physiological functions in the nervous system, heart, pancreas, blood platelets and in the regulation of lipid metabolism in fat cells^2–8^. Connections between inherited and/or somatic mutations in genes encoding GIRKs and neuronal, endocrine and cardiac disorders have been established, underlining the impact of this inhibitory G-protein pathway for physiological as well as pathological processes in humans^1,9,10^. Most notably, an abnormal and pronounced overexpression of GIRK1 occurs in a subset of estrogen receptor positive (ER^+^) primary breast tumors, whereas in healthy breast tissue GIRK1 was practically undetectable^11^. Excessive protein and mRNA levels of GIRK1 come along with an increase of lymph node metastasis and reduced survival of patients^12–14^. Therefore, GIRK1 poses a promising target for prognosis and therapy in breast cancer. Substantial expression of GIRK1 mRNA and protein also occurs in several cell lines cultured from breast tumors^15,16^. The malignant MCF7 breast cancer cell line expresses GIRK1 mRNA already at moderate levels, thus providing an excellent model for increased GIRK1 expression in breast tumours^17^. Ectopic hyperexpression of GIRK1 in MCF7 has been shown to aggravate several cancer hallmarks, including increased cellular motility, invasiveness and angiogenesis, thereby providing an explanation for the observed impact under clinical conditions^18^. In order to elucidate whether GIRK1 can also exhibit tumor-initiating properties in healthy tissue, we overexpressed GIRK1 in the benign MCF10A mammary epithelial cell (MEC) line that possesses marginal endogenous GIRK1 levels. In order to identify cellular pathways altered by GIRK1 overexpression, we interrogated transcriptome wide expression changes, induced by stable GIRK1 overexpression, in MCF10A cells. Vital assays and electrophysiological properties of the different MCF10A based lines generated were compared to each other. The results indicated that divergent biological properties correlated with differentially expressed pathways derived from transcriptome analysis. In addition, MEC lines based upon the malignant MCF7 line were engineered. Their vital properties were assessed and the effects of GIRK1 overexpression was compared to the benign MEC line.

## Results

### Validation and characterization of MEC lines overexpressing GIRK1

First, mRNA levels in the MEC lines generated were assessed by RT-qPCR (Fig. 1A). Expression of mRNA encoding GIRK1 was increased more than four orders of magnitude in MCF10A^GIRK1^ cells when compared to MCF10A^WT^, where GIRK1 mRNA was barely detectable (observed C_T_ value as measured by qPCR was 35.26 ± 1.32 (mean ± SEM); N = 6). In comparison GIRK1 mRNA levels were more than two orders of magnitude higher in the malign MCF7^WT^ vs. the benign MCF10A^WT^ (p < 0.001). Overexpression of GIRK1 caused a further increase of mRNA levels by two orders of magnitude in MCF7^GIRK1^ when compared to MCF7^WT^. mRNA expression levels of control cell lines (MCF10A^eGFP^ & MCF7^eGFP^) resembled the respective wild type lines. Secondly, GIRK1 protein expression was assessed by Western blot (WB) analysis (Fig. 1B). GIRK1 protein was clearly detected in both MCF10A^GIRK1^ and MCF7^GIRK1^ lines by Western Blot (WB) analysis, while being barely detectable in the corresponding WT and control lines. Although mRNA levels encoding GIRK1 were substantial in MCF7^WT^, corresponding protein amounts could not be reliably detected by WB. Immunoprecipitation (IP) was performed on MCF7^WT^ using antibody (Ab) directed against GIRK1 C-terminus (C-T; Fig. 1C). GIRK1 protein was not only detected in the precipitate when tested with GIRK1^CT^ Ab, but also with GIRK1^NT^ Ab or monoclonal GIRK1 Ab that recognize different epitopes on the GIRK1 protein. In summary, we could verify that the MCF10A^GIRK1^ and MCF7^GIRK1^ transfectant cell lines exhibit relevant overexpression of GIRK1 mRNA and protein compared to the respective WT lines. In addition, GIRK1 mRNA and protein levels are substantial in the malign estrogen receptor positive MCF7^WT^ line compared to the benign MCF10A^WT^ MEC line. Thus, the set of cell lines generated pose a plausible model to study functional effects of elevated GIRK1 levels in benign and malignant MECs.

**Figure 1:**
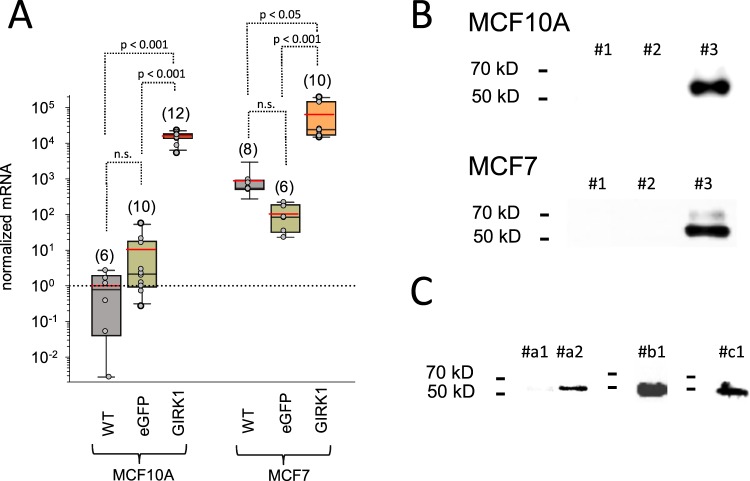
Quantification of GIRK1 mRNA and protein in the different cell lines. (**A**) GIRK1 mRNA levels normalized to MCF10A^**WT**^. WT, eGFP and GIRK1 denote wildtype, eGFP (control) and GIRK1 overexpressors, respectively. The median value is represented by the black line within the box, box margins represent 75% and 25% percentiles, whiskers indicate 90% and 10% percentiles. The red line represents the mean value. Individual values are shown as grey circles. The number of individual experiments is given in parenthesis above each box. Statistically significant differences between groups are indicated above brackets (n.s.: statistically not significant). (**B**) WB analysis of cell lysates: *upper panel*: MCF10A lysates (3 µg protein per slot was applied) probed with GIRK1^CT^ Ab. #1: MCF10A^WT^, #2: MCF10A^eGFP^ and #3: MCF10A^GIRK1^. *Lower panel*: MCF7 lysates (3 µg protein per slot) probed with GIRK1^CT^ Ab. #1: MCF7^WT^, #2: MCF7^eGFP^ and #3: MCF7^GIRK1^. (**C**)WB analysis of immunoprecipitates derived using GIRK1^CT^ Ab on MCF7^WT^ cell lysates. *Left*: membrane probed using GIRK1^CT^ Ab. #a1: lysate (30 µl), #a2: IP (30 µl). Middle: #b1: IP (30 µl) membrane probed using GIRK1^NT^ Ab (N-terminal) Ab. Right: #c1: IP (30 µl). Membrane probed using monoclonal GIRK1 Ab.

### GIRK1 overexpression produces functional GIRK channels both in MCF10A and MCF7 based MEC lines

In MCF10A^GIRK1^ membrane resting potentials (RPs) were −52.8 ± 4.5 mV (mean value ± SEM) and hyperpolarized when compared to controls that ranged around −24 mV (MCF10A^WT^: −24.3 ± 3.2 mV, MCF10A^eGFP^: −24.5 ± 3.6 mV; Fig. 2A). In the presence of 200 nmol/L tertiapin-Q, a specific blocker of GIRK1 containing GIRK channels^19,20^, RPs approached and exceeded control values (−19.0 ± 2.3 mV), indicating that overexpressed GIRK1 protein produces functional K^+^ channels in MCF10A. RPs were assessed in the MCF7 based cell lines described here and, in addition, in MCF7 based cell lines, stably overexpressing chimeric GIRK1/eYFP protein, described previously (^18^; Fig. 2B (see Supplementary Figure 1 for GIRK1 mRNA levels of chimeric vs. bicistronic MCF7 lines)). Both MCF7^GIRK1^ and MCF7^GIRK1/eYFP^ exerted hyperpolarized RPs when compared to respective controls, albeit the differences in RPs between overexpressors and control groups were less pronounced in comparison to benign MCF10A lines. Moreover, when GIRK channels were blocked by tertiapin-Q in MCF7^GIRK1^, RPs with −17.0 ± 4.3 mV were the most depolarized among MCF7 based lines and considerably higher when compared to MCF7^WT^ (−27.2 ± 3.1 mV). These observations demonstrate that functional GIRK channels formed upon overexpression of GIRK1 in the malignant MCF7 and in the benign MCF10A MEC lines. In addition, minute amounts of functional GIRK channel complexes already preexist in MCF7^WT^, corresponding to the moderate GIRK1 mRNA and protein levels.

**Figure 2:**
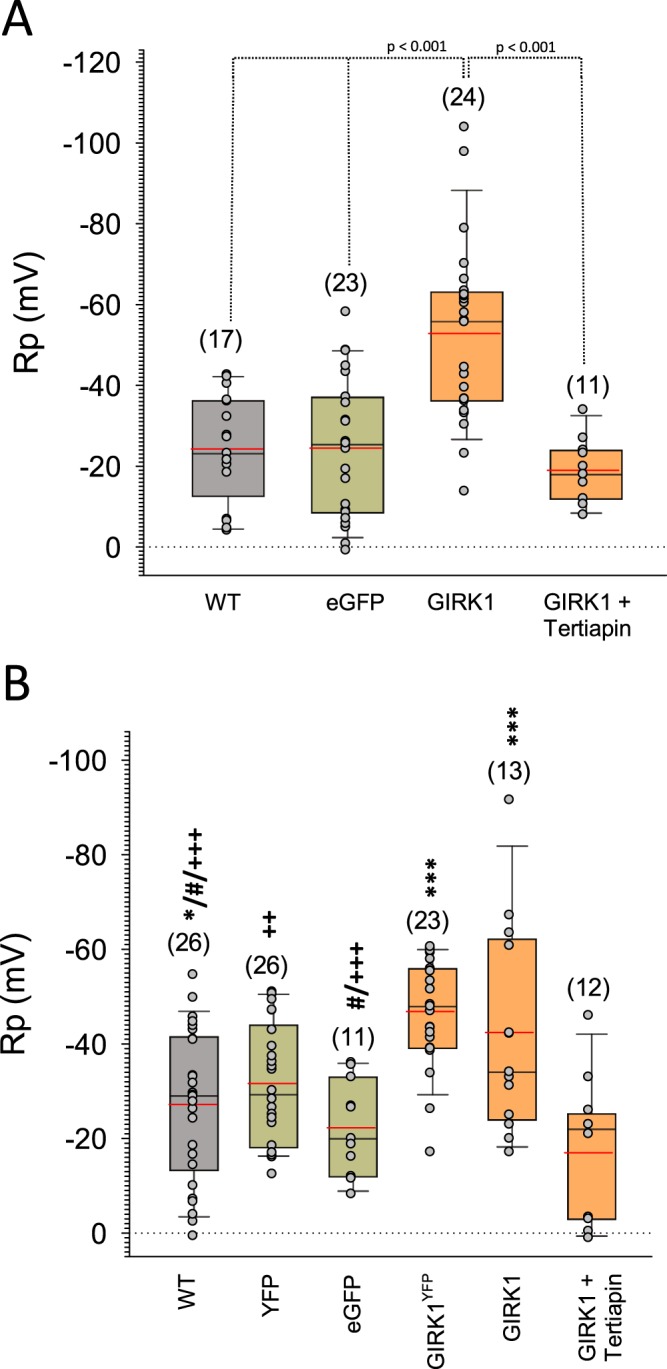
Membrane resting potentials in the different MEC lines. (**A**) Membrane resting potentials of MCF10A cells. *WT:* MCF10A^WT^, *eGFP:* MCF10A^eGFP^, *GIRK1:* MCF10A^GIRK1^ and *GIRK1* + *Tertiapin:* MCF10A^GIRK1^ treated with 200 nmole/L tertiapin-Q. (**B**) Membrane resting potentials of MCF7 cells. *WT:* MCF7^WT^, *eYFP:* MCF7^eYFP^, *eGFP:* MCF7A^eGFP^, *GIRK1*^*eYFP*^*:* MCF7^GIRK1/eYFP^, *GIRK1:* MCF7^GIRK1^ and *GIRK1* + *Tertiapin:* MCF7^GIRK1^ treated with 200 nmole/L tertiapin-Q. Number of experiments is given in parenthesis above each bar. *,(***): The group differs statistically significant from *GIRK1* + *Tertiapin* at the p < 0.05 (<0.001) level. #: The group differs statistically significant from *GIRK1* at the p < 0.05 level. + , (++,+++): The group differs statistically significant from *GIRK1*^*eYFP*^ at the p < 0.05 (<0.01, <0.001) level.

### GIRK1 overexpression triggers several pro-tumorigenic pathways in benign MECs

In order to identify a possible cancerogenic influence of GIRK1 overexpression in benign MECs, transcriptomes of MCF10A^GIRK1^ were compared to the ones of MCF10A^eGFP^. 

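MCF10A is an established, non-tumorigenic human mammary epithelial cell line. Its transcriptome was measured by amplicon sequencing (Ion AmpliSeq Transcriptome), in which 1 short amplicon per gene is amplified from cDNA and the reads that map to it are counted. The deposited counts cover 20812 genes in 6 libraries, labelled as 2 replicates each of the parental line (MCF10A WT), the MCF10A eGFP control and MCF10A GIRK1. The 4 libraries of the comparison held 5126930 and 10233974 reads (MCF10A eGFP replicates 1 and 2) and 11107309 and 10346572 reads (MCF10A GIRK1 replicates 1 and 2). The libraries labelled WT held 2506120 and 16040556 reads. The mean over the 6 libraries was 9226910 reads. The authors mapped the reads to a transcriptome reference of amplicons and exported the counts and their RPM values (counts scaled to the library total). The GEO design text speaks of 2 overexpressing and 2 control lines, whereas the methods speak of 2 replicates. If the replicates come from 1 line per construct, the p-values below measure spread within a line. They then cannot separate an effect of GIRK1 from other differences between the lines. From the counts, edgeR's quasi-likelihood test was run with TMM normalization on all 6 libraries, over the 11546 genes that passed edgeR's filter on low counts. A fit of only the 4 libraries of MCF10A eGFP and MCF10A GIRK1 was set beside it. The names of the deposited data place the MCF10A GIRK1 libraries under a tag that none of the other 4 libraries carries. What the tag stands for is not known, and if it is a sequencing run, run and condition cannot be told apart.

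KCNJ3, which encodes GIRK1, lies on chromosome 2 from 154698299 to 154858352 (GRCh38, GENCODE annotation, plus strand) and was read on transcript NM_002239. It had 2408 reads (217 RPM) and 3677 reads (355 RPM) in the MCF10A GIRK1 libraries, a mean of 286 ± 98.0 RPM (SD, n = 2). The exact (Clopper-Pearson) 95% confidence intervals were 208 to 226 RPM and 344 to 367 RPM. No read was counted in either MCF10A eGFP library, where the smallest level that the depth can show (3 reads) was 0.585 and 0.293 RPM. By the mean, KCNJ3 was therefore at least 488-fold higher in MCF10A GIRK1. Each such fold, here and below, is the mean RPM of the higher group over the highest 3-read floor of the other group. It is not a confidence bound, and single pairs of libraries can give less. Intervals and floors cover counting error only, since PCR reads are not independent molecules. WT replicate 2 had 0 reads of KCNJ3. The library labelled WT replicate 1 had 48 reads, or 19.2 RPM (95% interval 14.1 to 25.4). Across the 9212 genes with a mean of at least 50 reads, the log2 ratio of that library to WT replicate 2 had an SD of 2.07, against 0.68 between the MCF10A eGFP replicates and 0.37 between the MCF10A GIRK1 replicates. The coefficient of biological variation estimated from each pair was 0.781 for WT, 0.317 for MCF10A eGFP and 0.152 for MCF10A GIRK1. The spread shared by the 6-library fit was 0.468, and that of the 4-library fit was 0.242.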

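The rule in the methods asks for a 2-fold change and a replicate coefficient of variation under 0.7. It was read here as mean RPM at least 2-fold apart with that coefficient in each group, since the methods do not specify either. By this rule, 627 genes were higher and 682 were lower in MCF10A GIRK1 than in MCF10A eGFP. Of these, 122 of the higher and 108 of the lower genes had a mean under 10 reads over the 4 libraries. A group with 0 reads in both libraries has no coefficient, so the rule as read here did not call KCNJ3 itself. On raw counts, without correction for library size, the rule gave 1270 higher and 270 lower genes, and without the coefficient it gave 2344 and 1850. In the 6-library fit, 0 of 11546 genes had an adjusted p-value below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; smallest adjusted p = 0.221). At an unadjusted p-value below 0.05 there were 606 genes, 275 higher and 331 lower in MCF10A GIRK1. In the 4-library fit, which leaves out the WT libraries, 180 genes passed the adjusted threshold, 88 higher and 92 lower, and 2188 passed the unadjusted one. KCNJ3 had an adjusted p of 0.905 in the 6-library fit and 0.00236 in the 4-library fit (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A count of 0 in the 6-library fit therefore does not show that no gene differs. Leaving out only the library labelled WT replicate 1 was an alternative chosen after the data were seen. WT then has 1 library and adds nothing to the spread, so that fit largely repeats the 4-library fit and adds no support. Of the 180, 149 were also called by the rule of the paper. The correlation across 9212 genes (which are not independent replicates) between the replicate differences was 0.197 for MCF10A eGFP and MCF10A GIRK1, 0.147 for MCF10A eGFP and WT and 0.028 for MCF10A GIRK1 and WT. With the replicate number as a block in the 6-library fit, 0 genes passed the adjusted threshold and 574 the unadjusted one. No label says that libraries of the same number share a culture or batch, so every result with the block rests on an assumed pairing. The block within the 4-library fit, chosen after the data were seen, gave 545 genes (199 higher and 346 lower, among them all 180; 2437 unadjusted), with 1 residual degree of freedom per gene and no run of that design on simulated counts.

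Between single libraries, the number of genes at least 2-fold apart, among the 9212 genes with a mean of at least 50 reads, was 1001 between the MCF10A eGFP replicates and 176 between the MCF10A GIRK1 replicates. It was 1655 and 1807 between MCF10A eGFP replicate 1 and the MCF10A GIRK1 libraries, and 670 and 695 between MCF10A eGFP replicate 2 and the MCF10A GIRK1 libraries. The number between MCF10A eGFP replicate 2 and WT replicate 2 was 140, and between MCF10A eGFP replicate 1 and WT replicate 2 it was 1247. Between the MCF10A GIRK1 libraries and WT replicate 2 it was 528 and 508.

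**Figure D1:**
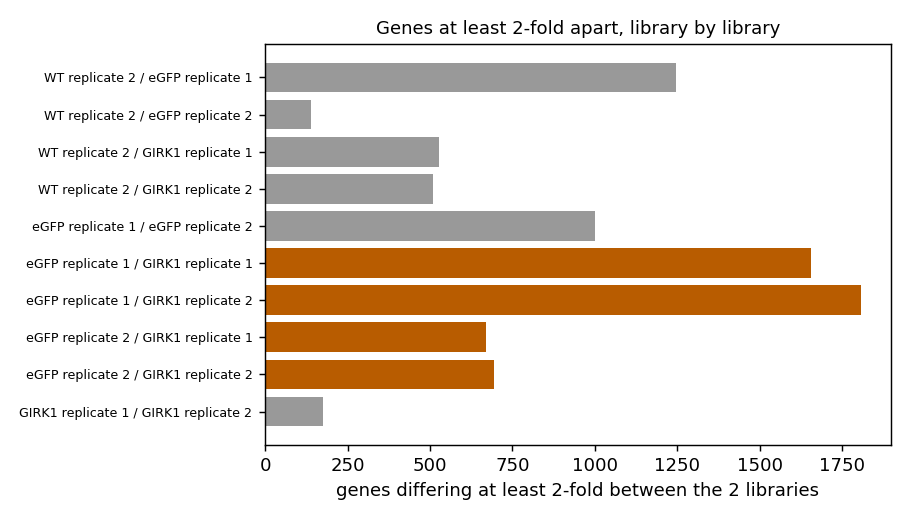
Number of genes at least 2-fold apart between each pair of libraries (x axis, genes; library labelled WT replicate 1 not drawn), among the 9212 genes with a mean of at least 50 reads. Orange bars compare MCF10A GIRK1 with MCF10A eGFP and run from 670 to 1807 genes; grey bars are the other pairs, from 140 to 1247.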

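No gene other than those named in the paper was selected from the 6-library fit, since none passed its adjusted threshold. The same selection (mean of at least 10 reads, both MCF10A GIRK1 libraries on one side of both MCF10A eGFP libraries, 5 largest changes each way), applied to the 4-library fit after the data were seen, gave RAB25, KCNJ3, IFI6, SAMD9L and CDO1 among the higher genes. RAB25 had 0 reads in both MCF10A eGFP libraries and 618 and 422 reads in the MCF10A GIRK1 libraries, at least 82.4-fold higher (adjusted p = 0.00249, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4-library fit). SAMD9L and CDO1 were at least 7.22-fold and at least 6.30-fold higher, also against 0 reads in MCF10A eGFP. Among the lower genes, RAB31 had 20 and 44 reads in MCF10A eGFP and 0 in both MCF10A GIRK1 libraries, at least 14.1-fold lower (adjusted p = 0.0277 from the same test). DENND2D fell from 47 and 77 reads to 1 read in each MCF10A GIRK1 library, at least 28.8-fold lower. IGFBP7 had 307 and 364 reads in MCF10A eGFP and 5 and 1 in MCF10A GIRK1, and SLC12A8 had 109 and 291 against 4 and 0. WT replicate 2 had 50 reads of RAB25, 6 of SAMD9L, 41 of CDO1 (2.56 RPM, against 3.60 and 3.77 RPM in MCF10A GIRK1), 39 of RAB31, 61 of DENND2D, 462 of IGFBP7 and 305 of SLC12A8. COL6A2 was the remaining gene of this group.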

Unexpected for the overexpression of a single K^+^ channel subunit, a high number of transcripts were sizably up- or downregulated upon GIRK1 overexpression (Fig. 3A). 

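The DAVID clustering needs annotation tables that were not used here. In its place, 7 gene lists written before the data were examined were tested as groups in the 6-library fit, with edgeR's camera test (inter-gene correlation of 0.01) and with fry, which estimates the correlation from the residuals. By camera, 4 of the 7 lists differed between MCF10A GIRK1 and MCF10A eGFP at a Benjamini-Hochberg adjusted p-value below 0.05, and by fry 2 of 7. With the replicate number as a block, 4 lists passed by camera. The 4-library fit kept these lists by camera. It added the list of genes induced preferentially by interferon-γ (adjusted p = 0.0242) and the mesenchymal list (adjusted p = 0.00226).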

Analysis and classification into functionally related groups of genes using the Database for Annotation, Visualization and Integrated Discovery (DAVID) revealed that many of these transcripts are regulated towards specific cellular functions and pro-tumorigenic action. In Fig. 3B, significantly regulated clusters that were of interest are shown (see discussion section for detailed consideration of pathways and the role of individual components in breast cancer). Enrichment scores (ES), p-values and FDRs for all significant clusters are shown in Supplementary Table S3. 

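Of the gene names legible in the 4 heat maps, 47 of the IFγ map, 49 of the ECM map, 50 of the migration map and 50 of the wound healing map were matched to the deposited counts, some through an older symbol. Both MCF10A GIRK1 libraries lay on the same side of both MCF10A eGFP libraries for 47 of 47 IFγ genes (higher), 45 of 49 ECM genes (lower), 38 of 50 migration genes (lower) and 45 of 50 wound healing genes (lower). Chance would place 16.7% of genes on a given side in a comparison of 2 against 2 libraries, and the genes of the heat maps were chosen from the same data. By the fold and coefficient rule, 39 IFγ genes were higher, and 41 ECM, 29 migration and 40 wound healing genes were lower.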

Heat maps of selected clusters are shown in Fig. 3C, displaying the quantitative effect that underscores the amount of cellular regulation exerted by GIRK1 overexpression (Fig. 3C). Heat maps of all significantly enriched clusters are shown in Supplementary Figures S3, S4.

**Figure 3:**
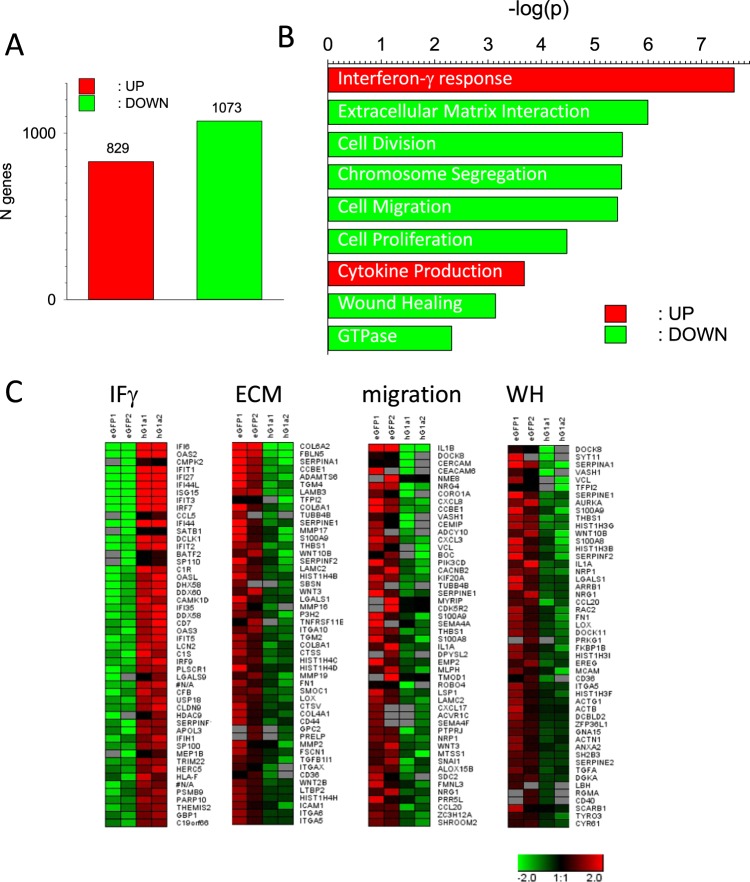
Effect of GIRK1 overexpression on transcriptome of MCF10A cells. Number of significantly up- or downregulated transcripts when MCF10A^eGFP^ are compared to MCF10A^GIRK1^. *Red:* upregulated transcripts, *green:* downregulated transcripts. (**A**) Top nine gene ontology clusters derived by DAVID functional clustering. (**B**) Heat maps displaying the fold changes of expression levels of the top 50 genes of selected GO terms. *IF* γ*:* Interferon-γ response. *ECM:* extracellular matrix interaction. *Migration:* cell migration and *WH:* wound healing. *Bottom right:* color coding for the log2 fold change.

### GIRK1 overexpression promotes cellular migration

GIRK1 overexpression in MCF10A triggered the downregulation of GO clusters about cell migration, motility, and locomotion (In particular GO:0006928, GO:0030335, GO:2000147, GO:0051272, GO:0040017, GO:0040011, GO:0030334, GO:2000145, GO:0040012, GO:0016477, GO:0051270, GO:0051674, GO:0048870, GO:0006935 and GO:0042330; see also Supplementary Table 3). 

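The migration heat map holds 50 genes that were found in the counts, of which 38 had enough reads to be tested. All 38 had a negative log2 fold change of MCF10A GIRK1 against MCF10A eGFP, with a median of -2.43 and a range from -5.68 to -1.10. The remaining genes had too few reads, and 23 of the 50 had a mean under 10 reads over the 4 libraries. At an unadjusted p-value below 0.05, 11 of the 38 passed in the 6-library fit and 34 in the 4-library fit. After Benjamini-Hochberg adjustment over all genes tested, 0 passed in the 6-library fit and 14 in the 4-library fit of edgeR's quasi-likelihood test, and with the replicate number as a block 0 passed in the 6-library fit (14 unadjusted) and 21 in the 4-library fit. Adjusted over the heat map genes alone, 3 and 34 passed, which shows no stability because the paper chose these genes from the same libraries.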

Many genes in these GO terms promote cellular migration and metastatic spread of tumor cells (see discussion section for selected examples). The fact that GIRK1 overexpression leads to downregulation of these GO terms and genes prompts to study cellular motility and velocity of the MCF10A and MCF7 based cell lines. GIRK1 overexpression greatly enhanced migration of MCF10A as assessed via cellular motility coefficient (Fig. 4; see supplementary videos for representative examples of each experimental group (MCF10A_GIRK1_motility.mp4; MCF10A_eGFP_motility.mp4; MCF10A_WT_motility.mp4; MCF7_GIRK1_motility.mp4; MCF7_eGFP_motility.mp4 and MCF7_WT_motility.mp4)). Accordingly, cellular velocities were substantially increased (Fig. 5). Enhanced migration could also be observed in malignant MCF7^GIRK1^ cells, but the effect was muted compared to MCF10A. The most motile third of MCF7^GIRK1^ cells displayed increased cell motility when compared to MCF7^eGFP^, while cellular velocities were virtually unchanged (Figs. 6, 7).

**Figure 4:**
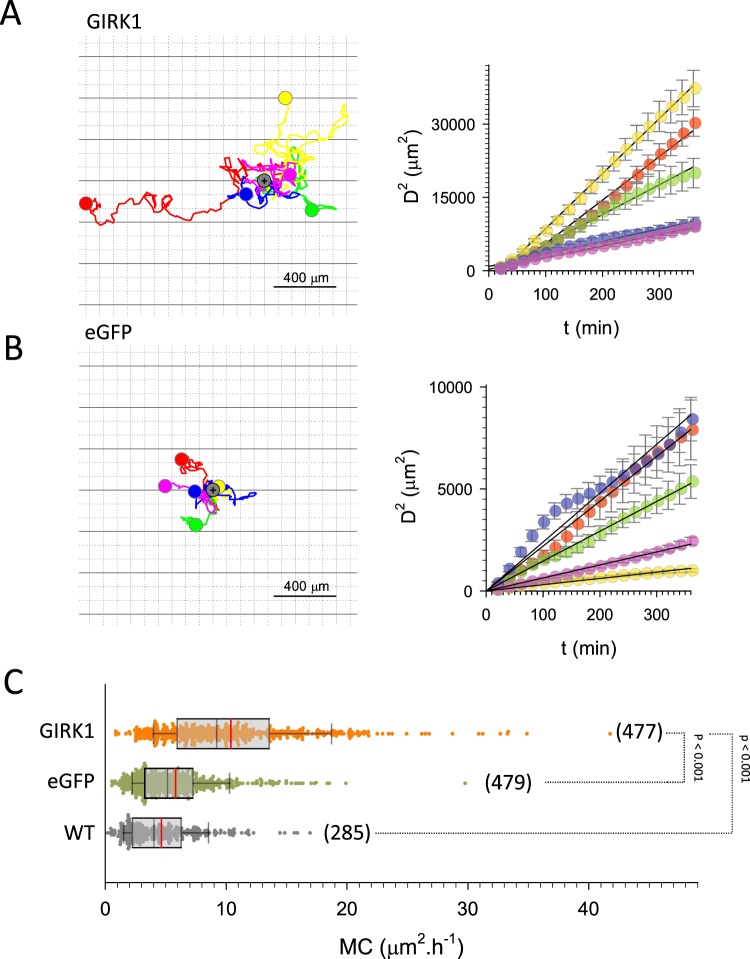
Cellular migration of MCF10A cells. (**A**) Migration of 5 selected MCF10A^GIRK1^ cells over the entire observation interval. *Left:* flower plots showing cellular trajectories. Starting position of each individual cell was set to the same position, indicated by grey circle. Colored circle indicates the positon of a cell after 72 h. *Right:* squared distance as a function of time for the five cells shown to the left (circles; bars indicate standard error). Lines represent linear fits through the data. (**B**) Same as (**A**), but MCF10A^eGFP^. (**C**) Statistical analysis of motility coefficients derived from the different experimental groups. *WT:* MCF10A^WT^, *eGFP:* MCF10A^eGFP^ and *GIRK1:* MCF10A^GIRK1^. The median value is represented by the black line within the box, box margins represent 75% and 25% percentiles, whiskers indicate 90% and 10% percentiles. The red line represents the mean value. Individual values are shown as dots. The number of individual cells is given in parenthesis besides each box. Statistically significant differences between groups are indicated by brackets.

**Figure 5:**
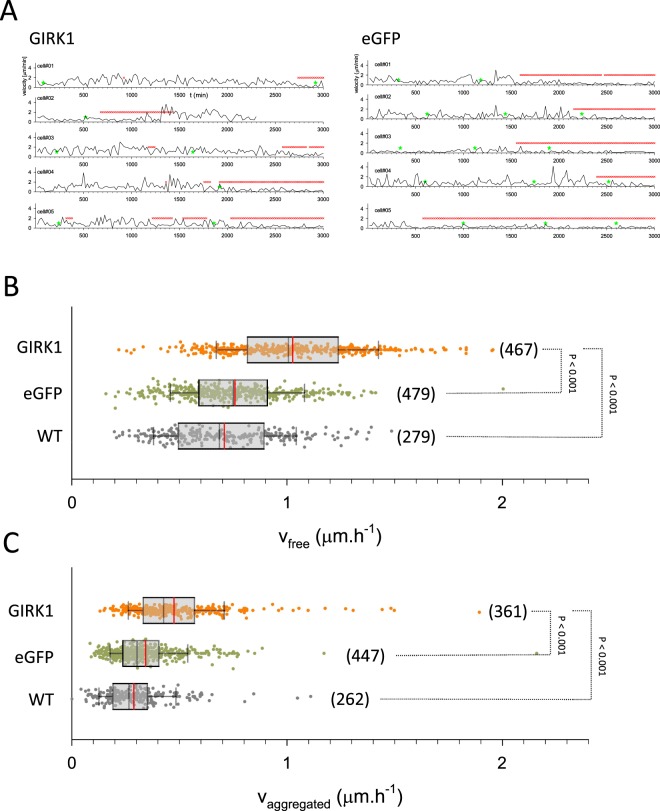
Cellular velocities of MCF10A cells. (**A**) Cellular velocities for five representative cells during the entire observation interval. *Left:* MCF10A^GIRK1^, *right:* MCF10A^GFP^. Red x denotes times were the cell was aggregated, green asterisk indicates cell division. (**B**) Statistical analysis of average cellular velocities of free moving cells derived from the different experimental groups. *WT:* MCF10A^WT^, *eGFP:* MCF10A^eGFP^ and *GIRK1:* MCF10A^GIRK1^. The median value is represented by the black line within the box, box margins represent 75% and 25% percentiles, whiskers indicate 90% and 10% percentiles. The red line represents the mean value. Individual values are shown as dots. The number of individual cells is given in parenthesis besides each box. Statistically significant differences between groups are indicated by brackets. (**C**) Similar to (**B**) but cellular velocities of aggregated cells.

**Figure 6:**
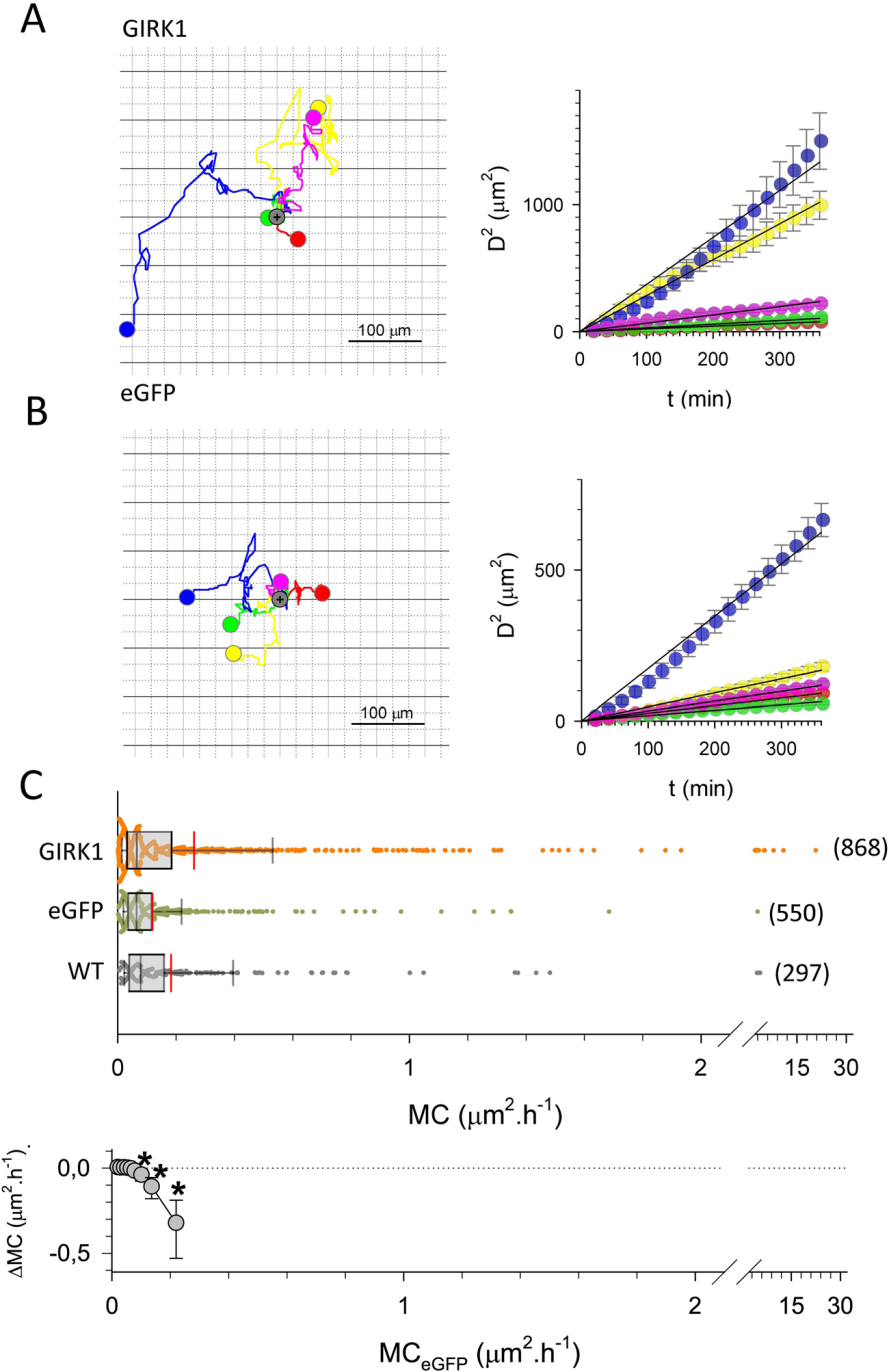
Cellular migration of MCF7 cells. (**A**) Migration of 5 selected MCF7^GIRK1^ cells over the entire observation interval. *Left:* flower plots showing cellular trajectories. Starting position of each individual cell was set to the same position, indicated by grey circle. Colored circle indicates the positon of a cell after 72 h. *Right:* squared distance as a function of time for the five cells shown to the left (circles; bars indicate standard error). Lines represent linear fits through the data.(**B**) Same as (A), but MCF7^eGFP^. (**C**) Statistical analysis of motility coefficients derived from the different experimental groups. *Top: WT:* MCF7^WT^, *eGFP:* MCF7^eGFP^ and *GIRK1:* MCF7^GIRK1^. The median value is represented by the black line within the box, box margins represent 75% and 25% percentiles, whiskers indicate 90% and 10% percentiles. The red line represents the mean value. Individual values are shown as dots. The number of individual cells is given in parenthesis besides each box. *Bottom:* Difference in MCs (ΔMC = MC_eGFP_-MC_GIRK1_) calculated for 10% percentile intervals vs. MC_eGFP_. Whiskers represent 95% confidence intervals. *The average MCs of the 70%, 80% and 90% percentile differs statistically significant between MCF7^eGFP^ and MCF7^GIRK1^.

**Figure 7:**
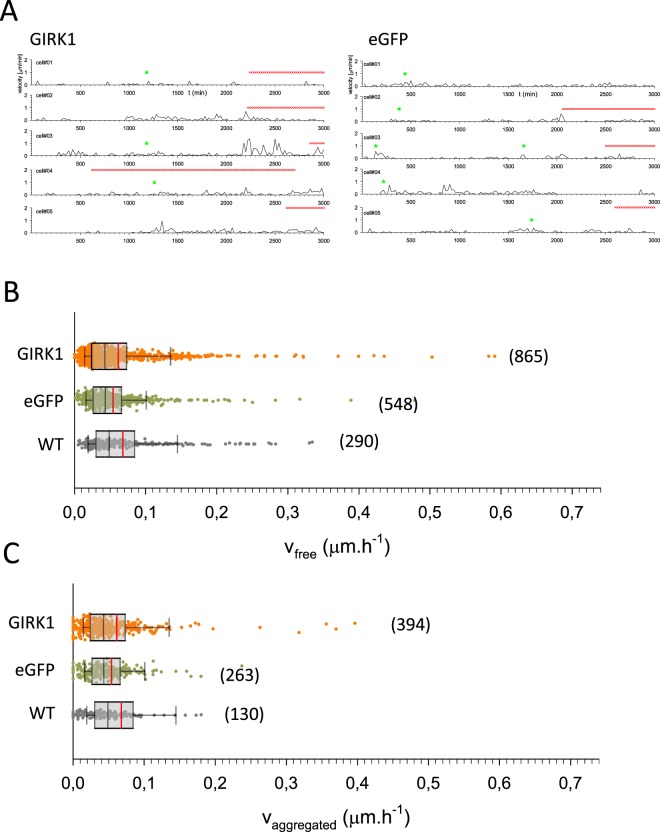
Cellular velocities of MCF7 cells. (**A**) Cellular velocities for five representative cells during the entire observation interval. *Left:* MCF7^GIRK1^, *right:* MCF7^GFP^. Red x denotes times were the cell was aggregated, green asterisk indicates cell division. (**B**) Statistical analysis of average cellular velocities of free moving cells derived from the different experimental groups. *WT:* MCF7^WT^, *eGFP:* MCF7^GFP^ and *GIRK1:* MCF7^GIRK1^. The median value is represented by the black line within the box, box margins represent 75% and 25% percentiles, whiskers indicate 90% and 10% percentiles. The red line represents the mean value. Individual values are shown as dots. The number of individual cells is given in parenthesis besides each box. There was no statistically significant difference between the individual groups. (**C**) Similar to (**B**) but cellular velocities of aggregated cells.

### GIRK1 overexpression defers wound healing in benign MECs

Collective cell migration in adulthood takes place exclusively during tissue repair, e.g. when collective migration of epidermal sheets occurs across the provisional wound-bed, leading to epidermal wound closure. Similar to formative collective movements during growth and regeneration in the sound body, collective movement also occurs in cancer but aggravates the course of disease^21^. Wound healing rates of MCF10A^GIRK1^ cells were substantially reduced when compared to controls (MCF10A^WT^ and MCF10A^GFP^; Fig. 8; see supplementary videos for representative examples of each experimental group (MCF10A_GIRK1_WH.mp4; MCF10A_eGFP_WH.mp4; MCF10A_WT_WH.mp4; MCF7_GIRK1_WH.mp4; MCF7_eGFP_WH.mp4 and MCF7_WT_WH.mp4)). In contrast, overexpression of GIRK1 led to a small increase of the wound healing rate in MCF7 cells (this increase was not statistically significant). In summary, our results demonstrate that GIRK1 expression has a distinct influence on wound healing in the malign and benign MEC lines.

**Figure 8:**
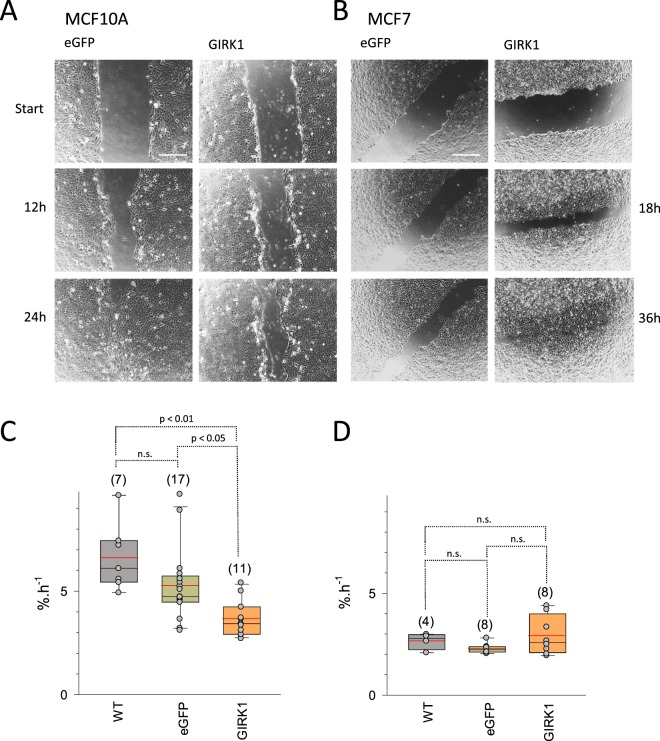
Wound healing rates in the different MEC lines. (**A**) Representative frames recorded at different time points during the wound healing process. *eGFP:* MCF10A^eGFP^ and *GIRK1:* MCF10A^GIRK1^. (**B**) Similar to (A), but MCF7. (**C**) Statistical analysis of wound healing rates of MCF10A cells. *WT:* MCF10A^WT^, *eGFP:* MCF10A^eGFP^ and *GIRK1:* MCF10A^GIRK1^. The median value is represented by the black line within the box, box margins represent 75% and 25% percentiles, whiskers indicate 90% and 10% percentiles. The red line represents the mean value. Individual values are shown as grey circles. The number of individual experiments is given in parenthesis above each box. Statistically significant differences between groups are indicated above brackets (n.s.: statistically not significant). (**D**) Same as (**C**), but MCF7 cells.

### Extracellular matrix interactions of benign MECs are hampered by GIRK1 overexpression

MCF10A^GIRK1^ differed markedly to MCF10A^eGFP^ regarding surface adherence properties as revealed by adhesion to surface coated with different extracellular matrix (ECM) molecules (Fig. 9). 

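In the counts, 49 genes of the ECM heat map were found and 41 had enough reads to be tested. All 41 were lower in MCF10A GIRK1 than in MCF10A eGFP, with a median log2 fold change of -1.84 and a range from -6.26 to -1.44. Of the 49 genes, 12 had a mean under 10 reads over the 4 libraries.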

Of note, the most prominently transcriptionally deregulated gene cluster in MCF10A^GIRK1^/MCF10A^eGFP^ is predicted to weaken interaction of cells with ECM molecules upon downregulation. Collagen I, collagen IV, fibronectin and tenascin-C adherence were hampered by GIRK1 overexpression. The interaction with laminin-coated surface was also weaker, but statistically not significant. Only cell adhesion to vitronectin coated surface, which was virtually undetectable in the control MCF10A^eGFP^ line, was marginally increased in MCF10A^GIRK1^.

**Figure 9:**
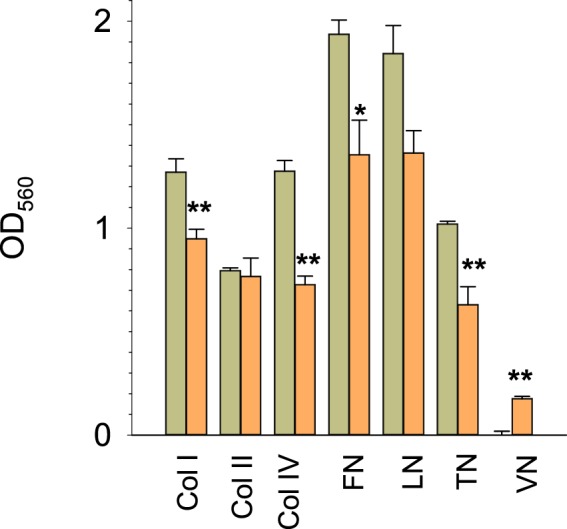
Interaction of MCF10A with different ECM components. Cell adhesion (OD_560_ values) of MCF10A^eGFP^ (*green*) and MCF10A^GIRK1^ (*orange*) to surface coated with different extracellular matrix molecules: *Col I:* human Collagen Type I, *Col II:* human Collagen Type II, *Col IV:* human Collagen Type IV, *FN:* human Fibronectin, *LN:* human Laminin, *TN:* human Tenascin-C and *VN:* human Vitronectin. Mean values ± SEM for three or four experiments for each experimental group are shown. *(**): The mean values differ statistically significant at the p < 0.05 (p < 0.001) level.

### Proliferation of MEC in culture remains unchanged upon GIRK1 overexpression

Transcriptome analysis revealed profound downregulation of several gene clusters that predict augmentation of cell division, chromosome segregation and cellular proliferation. This led us to expect a strong impact of GIRK1 overexpression on cellular proliferation. In contrast to our expectations, proliferation of MECs in culture was virtually unaffected upon GIRK1 overexpression, both in MCF10A as well as in MCF7 cells (Fig. 10). Similarly, colony formation assay did not reveal any change between MEC lines in their ability to form colonies, nor in the growth rate of the colonies formed (Supplementary Figure S2).

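The list of 54 G2/M-phase genes and the list of 43 S-phase genes, which are in common use for scoring the cell cycle from transcripts, were tested as groups. Of the 53 G2/M genes with enough reads, 51 were lower in MCF10A GIRK1 than in MCF10A eGFP, with a median log2 fold change of -1.14 (adjusted p = 5.04e-30 by camera and 0.0300 by fry, Benjamini-Hochberg over 7 lists). Both MCF10A GIRK1 libraries lay below both MCF10A eGFP libraries for 47 of the G2/M genes, where chance gives 16.7%. Of the 42 S-phase genes tested, 32 were lower, with a median of -0.41 (adjusted p = 0.00787 by camera and 0.637 by fry). Both MCF10A GIRK1 libraries lay below both MCF10A eGFP libraries for 20 of the S-phase genes and above them for 3. With the replicate number as a block, the medians were -1.13 and -0.37 (adjusted p = 2.67e-29 and 0.00299 by camera), and the 4-library fit gave adjusted p = 1.39e-27 and 0.00261 by camera. Over the fits that left out 1 replicate each, the G2/M median stayed between -1.33 and -1.08 and the S-phase median between -0.77 and -0.06. The S-phase median was -0.06 without MCF10A eGFP replicate 1 and -0.77 without MCF10A eGFP replicate 2, so its size depends on replicate 1 of that control. For single genes of the G2/M list, 29 had an unadjusted p-value below 0.05 and 0 an adjusted one in the 6-library fit of edgeR's quasi-likelihood test, and 44 and 10 in the 4-library fit.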

**Figure 10:**
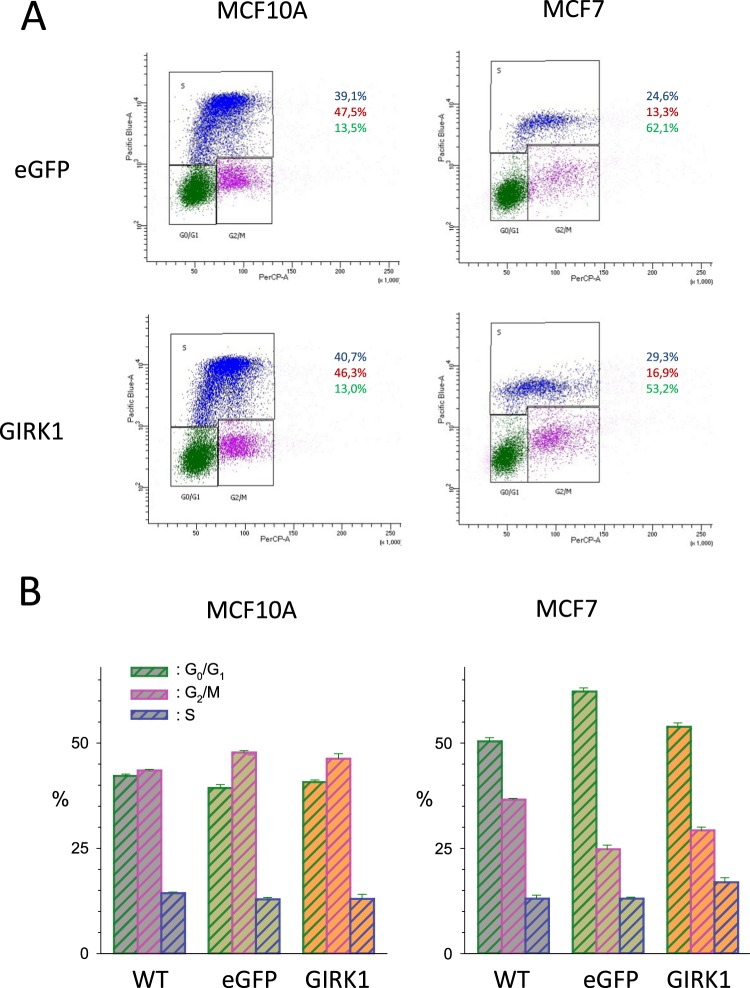
Proliferation of MEC lines in cell culture. (**A**) Representative original results from cell cycle assessment by gated cell sorting according to fluorescence intensities (x-axis: PerCP-A; y-axis: PacificBlue). *Left:* MCF10A^eGFP^ (*top*) and MCF10^GIRK1^ (*bottom*). *Right:* MCF7^eGFP^ (*top*) and MCF7^GIRK1^ (*bottom*). Individual cells (represented as dots), attributed to a particular phase of the cell cycle are surrounded by black line (*green dots:* G_0_/G_1_ phase; *purple dots:* G_2_/M phase and *blue dots:* S phase). (**B**) Statistical analysis of the percentage of time spend at different stages of the cell cycle. *Left:* MCF10A^WT^, MCF10A^eGFP^ and MCF10A^GIRK1^. *Right:* MCF7^WT^, MCF7^eGFP^ and MCF7^GIRK1^. The differences between WT, eGFP and GIRK1 do not differ statistically significant for either MCF10A nor MCF7.

### GIRK1 overexpression in MCF10A does not interfere with neovascularisation

To address the neovascularization potential of MCF10A^GIRK1^, the chick chorioallantoic membrane (CAM) assay was performed. Neovascularization of MCF10A^GIRK1^ onplants by the host equaled controls (MCF10A^eGFP^ & MCF10A^WT^; Fig. 11A,B). Accordingly, gene clusters responsible for neovascularization were unchanged in MCF10A^GIRK1^ when compared to MCF10A^eGFP^. 

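A list of 47 angiogenesis genes written before the data were examined held 29 genes with enough reads. Of these, 20 were lower and 9 were higher in MCF10A GIRK1 than in MCF10A eGFP, with a median log2 fold change of -0.29. The list test gave an adjusted p of 0.00842 by camera and 0.579 by fry (Benjamini-Hochberg over 7 lists). With the replicate number as a block the median was -0.23 (adjusted p = 0.00299 by camera), and over genes with at least 10 reads in every library it was -0.15 (adjusted p = 0.0507 by camera). The 4-library fit gave an adjusted p of 0.00226 by camera (Benjamini-Hochberg). For single genes, 5 of the 29 had an unadjusted p-value below 0.05 and 0 an adjusted one in the 6-library fit of edgeR's quasi-likelihood test. In the 4-library fit these numbers were 11 and 1.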

Also in malignant MECs, GIRK1 overexpression turned out to be ineffective for neovascularization, when MCF7^GIRK1/eYFP^ cells displayed vascularization scores close to control^18^. GIRK1 overexpression in MCF10A^GIRK1^ induced, however, a massive spread of onplant area, when compared to controls (MCF10A^eGFP^ & MCF10A^WT^; Fig. 11C), being in line with the observed reduced cell adhesion induced by GIRK1 overexpression.

**Figure 11:**
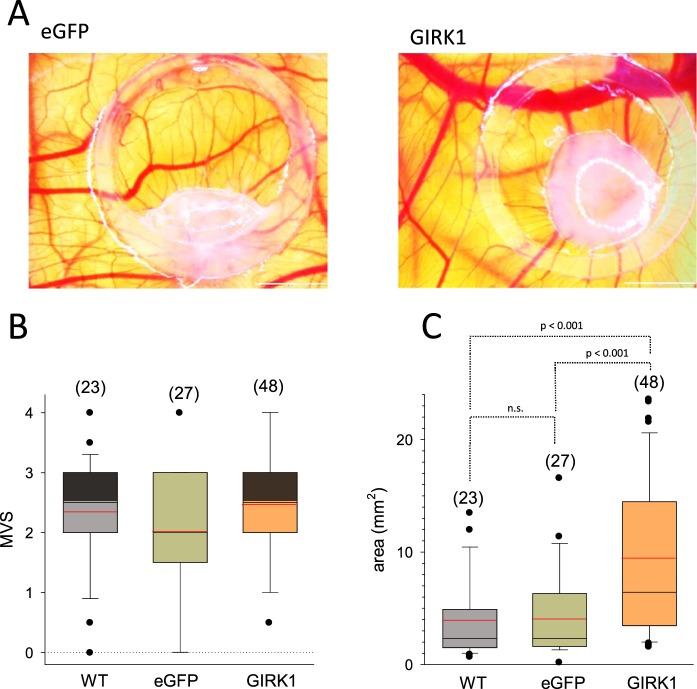
Neovascularization and growth of MCF10A lines planted on chicken embryo. (**A**) Representative image of onplant taken on day 4 after beginning. *Left:* MCF10A^eGFP^ cells. *Right:* MCF10A^GIRK1^ cells. White scalebar is 2 mm. (**B**) Neovascularization of MCF10A lines as assessed by macroscopic vascularization score (MVS). *WT*: MCF10A^**WT**^, *eGFP*: MCF10A^eGFP^ and *GIRK1*: MCF10A^GIRK1^. Box plots represent median value, 25% and 75% percentiles, respectively. Mean values are indicated by red line. Whiskers denote 10% and 90% percentiles. Single scores outside the 10% and 90% percentiles are depicted as black circles. Number of individual onplants is given in parenthesis above each box. Differences were not significant at the statistical level. (**C**) Onplant area after 4 days of growth. *WT*: MCF10A^**WT**^, *eGFP*: MCF10A^eGFP^ and *GIRK1*: MCF10A^GIRK1^. Box plots represent median value, 25% and 75% percentiles, respectively. Mean values are indicated by red line. Whiskers denote 10% and 90% percentiles. Black circles denote single values outside the 10% and 90% percentiles. Number of individual onplants is given in parenthesis above each box. P-values for statistically significant differences are indicated above brackets (n.s.: statistically not significant).

## Discussion

The present study demonstrates that overexpression of GIRK1 in benign MECs triggers a profound transcriptional response, which includes numerous genes involved in several cellular pro-tumorigenic pathways. In addition, GIRK1 overexpression in MCF10A results in tertiapin-Q sensitive hyperpolarization of resting potential, indicating that GIRK1 overexpression leads to the formation of functional transmembrane GIRK channels that are already active to some basic extent, even in the absence of agonists. Agonist independent, basal, activity of GIRK channels indicates the abundance of endogenous free Gβ/γ dimers^22^. Since additional GIRK isoforms, other than GIRK1, are thought to be indispensable for functional heterotetrameric K^+^ channel formation^1^, the question arises whether GIRK1 isoforms are present in MECs. GIRK4 protein pre-exists in benign MECs, including MCF10A^17^, while GIRK4 and GIRK2 have been identified in the malign MCF7 line^16^. In the malign MCF7 line, GIRK1 overexpression resulted in hyperpolarized membrane resting potential. The effect was less pronounced in comparison to MCF10A. Blocking of GIRK channels in MCF7^GIRK1^ by tertiapin-Q results in even stronger depolarization compared to the MCF7 control groups. We attribute the value of resting membrane potentials in the controls to moderate overexpression of GIRK1 that is already preexisting in the malignant MCF7 line^17^. Similar to the observed effect on the membrane resting potential, silencing of preexisting GIRK complexes in MCF7 by overexpression of the dominant negative splice variant GIRK1d, had a bearing on several vital functions of MCF7 cells which were in opposition to the ones of the functional GIRK1a variant^18^. Thus, preexisting GIRK complexes already act electrogenic and exert regulatory actions on cellular properties of the malignant MCF7 cell line. The effects induced by GIRKs are further increased upon ectopic GIRK1 overexpression in MCF7. Upon GIRK1 overexpression, the motility and cellular velocities of the benign MCF10A control cell lines were substantially increased and associated with transcriptional changes of genes that are linked to motility at the cellular level as shown in the heat map “Cell migration” (Fig. 3C). 

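IL1B (chromosome 2, 112829751 to 112836903, GRCh38) had 145 ± 64.3 RPM (SD, n = 2) in MCF10A eGFP and 4.14 ± 0.518 RPM in MCF10A GIRK1, a log2 fold change of -5.18. Its adjusted p was 0.905 in the 6-library fit and 0.00378 in the 4-library fit (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WT replicate 2 had 17.1 RPM. MTSS1 (chromosome 8, 124550790 to 124728429) fell from 28.9 ± 4.73 RPM to 7.52 ± 4.90 RPM, a log2 fold change of -1.97 (standard error 0.63), with adjusted p = 0.934 and 0.0929 in the same 2 fits (edgeR's quasi-likelihood test, Benjamini-Hochberg), so the difference did not pass in either without a block. For MTSS1, WT replicate 2 had 23.4 RPM. Over the 6 fits that each left out 1 library, the log2 fold change stayed between -5.62 and -4.56 for IL1B and between -2.84 and -1.44 for MTSS1. With the replicate block, neither had an adjusted p-value below 0.05 in the 6-library fit, and in the 4-library fit the adjusted p-values were 6.16e-05 for IL1B and 0.0230 for MTSS1 (edgeR).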

Apart from their effect on cellular motility, the following genes are important in mammary carcinogenesis and breast cancer progression: IL-1ß is pivotal for pathogenesis and is understood to contribute to the poor prognosis of estrogen-dependent breast cancers^23^. Homozygous deletions of DOCK8 exist in breast cancer and lung cancer^24^. Reduced CCBE1 expression has shown to result in increase of invasive capacity in breast cancer cells and to lead to poor clinical prognosis in patients^25^. In benign MECs, Notch-1 activation triggers downregulation of LAMC2 resulting in cellular responses towards cancer hallmarks, including cell migration^26^. MTSS1 downregulation causes early carcinogenesis and results in increased metastatic spread as well as poor survival rates in breast cancer and lung cancer^27,28^. In comparison to the benign MCF10A cell line, the impact of GIRK1 overexpression on motility of the malign MCF7 cell line was less pronounced. Nevertheless, these findings corroborate our previous observation of increased migration of MCF7^GIRK1/eYFP^ compared to controls^18^. Upon GIRK1 overexpression, wound healing was highly impaired in the benign MCF10A line, with little influence on the malignant MCF7 MEC line. Similarly, Rezania *et al*. observed a small increase in wound healing rate upon overexpression of GIRK1/eYFP chimeric protein in the malignant MCF7 line, but a decrease when GIRK1 function was knocked out through overexpression of the dominant negative splice variant GIRK1d^18^. Hence, marginal GIRK1 levels, as observed in MCF7^WT^, have negative bearing on wound healing. Impairment of wound healing is considered a cancer hallmark^29^ and is co-opted as element of the developmental regulatory program, referred to as the “epithelial-mesenchymal transition” (EMT), by which transformed epithelial cells are able to acquire the abilities to invade, to resist apoptosis, and to disseminate^30^. Transcriptional downregulation of the gene cluster “wound healing” was revealed by transcriptome analysis (see heat map “wound healing”; Fig. 3C). 

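The wound healing heat map holds 50 genes found in the counts, and 43 had enough reads to be tested. All 43 had lower values in MCF10A GIRK1 than in MCF10A eGFP, with a median log2 fold change of -1.69 and a range from -5.68 to -1.09. In the 6-library fit of edgeR's quasi-likelihood test, 11 had an unadjusted p-value below 0.05 and 0 an adjusted one. In the 4-library fit 41 and 9 did. Adjusted over the heat map genes alone, which the paper chose from the same data and which therefore show no stability, 2 and 41 passed. The replicate block gave 11 unadjusted and 0 adjusted in the 6-library fit, and 24 adjusted in the 4-library fit.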

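DOCK8 (chromosome 9, 214854 to 465259, GRCh38) had 30 and 48 reads in the MCF10A eGFP libraries and 2 and 0 reads in the MCF10A GIRK1 libraries, at least 18.2-fold lower in MCF10A GIRK1. Its adjusted p was 0.744 in the 6-library fit and 0.0324 in the 4-library fit (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In WT replicate 2, DOCK8 had 44 reads (2.74 RPM, against 5.85 and 4.69 RPM in MCF10A eGFP and 0.180 and 0 RPM in MCF10A GIRK1). CD36 (chromosome 7, 80369575 to 80679277) had 1 and 3 reads in MCF10A eGFP and 1 and 0 reads in MCF10A GIRK1. These counts are at or under the floor of 3 reads in every library of the comparison, so a difference in CD36 was not detectable at this depth. The adjusted p-value of DOCK8 with the replicate block stayed above 0.05 in the 6-library fit and was 0.00815 in the 4-library fit (edgeR).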

Among the genes, downregulated in MCF10A^GIRK1^ and linked to impairment of wound healing, were DOCK8 and CD36 that are relevant players in breast cancer^24,31^. Breast cancer is often associated with massive alterations of ECM architecture and composition, influencing a number of biological activities such as cell proliferation, differentiation, biosynthetic ability, polarity, locomotion and mechanical stress via structurally different surface receptors^32^. GIRK1 protein possesses an extracellular integrin binding motif^33^ and hence may contribute to cell-ECM interactions. In the present study, overexpression of GIRK1 in MCF10A led to reduced adherence to surfaces coated with various extracellular matrix molecules. These experimental observations were reflected by downregulation of genes comprised in a functional cluster termed “Extracellular matrix – receptor interaction” (Fig. 3C). 

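For the 41 ECM heat map genes with enough reads, 10 had an unadjusted p-value below 0.05 in the 6-library fit of edgeR's quasi-likelihood test and 38 in the 4-library fit. Adjusted over all genes tested, 0 and 8 passed, and adjusted over the heat map genes alone, 1 and 38, a count that shows no stability since the genes were chosen from these libraries. With the replicate number as a block in the 6-library fit, 10 passed unadjusted and 0 adjusted, and in the 4-library fit 27 passed adjusted.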

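THBS1 (chromosome 15, 39581079 to 39599466, GRCh38) fell from 373 ± 74.9 RPM (SD, n = 2) in MCF10A eGFP to 77.8 ± 13.0 RPM in MCF10A GIRK1, a log2 fold change of -2.30 (standard error 0.36; adjusted p = 0.623 and 0.0170 in the 2 fits, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCBE1 (chromosome 18, 59430939 to 59697662) fell from 33.0 ± 17.6 to 3.64 ± 0.315 RPM, a log2 fold change of -3.22 (adjusted p = 0.934 and 0.0310). COL8A1 (chromosome 3, 99638475 to 99799226) fell from 101 ± 33.8 to 29.2 ± 10.4 RPM, a log2 fold change of -1.83 (adjusted p = 0.946 and 0.0748, passing in neither without a block). COL6A2 (chromosome 21, 46098097 to 46132849) had 35 and 94 reads in MCF10A eGFP and 1 read in each MCF10A GIRK1 library, at least 27.6-fold lower (adjusted p = 0.934 and 0.00646). WT replicate 2 had 1 read of COL6A2, 157 RPM of THBS1, 8.10 RPM of CCBE1 and 60.0 RPM of COL8A1. SERPINA1 (chromosome 14, 94376747 to 94390693) had 10 reads in each MCF10A eGFP library and 2 and 1 in MCF10A GIRK1. Its mean in MCF10A eGFP was 5.05-fold above the highest 3-read floor of MCF10A GIRK1 (adjusted p = 0.905 and 0.141 in the 2 fits, edgeR, passing in neither). TFPI2 (chromosome 7, 93885396 to 93890991) had 3 and 6 reads in MCF10A eGFP and 0 and 1 in MCF10A GIRK1, and its counts were too low to be tested. In WT replicate 2, SERPINA1 had 5 reads and TFPI2 had 0. Under the replicate block, no adjusted p-value of these genes was below 0.05 in the 6-library fit, and in the 4-library fit they were 0.00428 for THBS1, 0.00382 for CCBE1, 0.0254 for COL8A1, 0.00182 for COL6A2 and 0.0942 for SERPINA1 (edgeR).

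**Figure D2:**
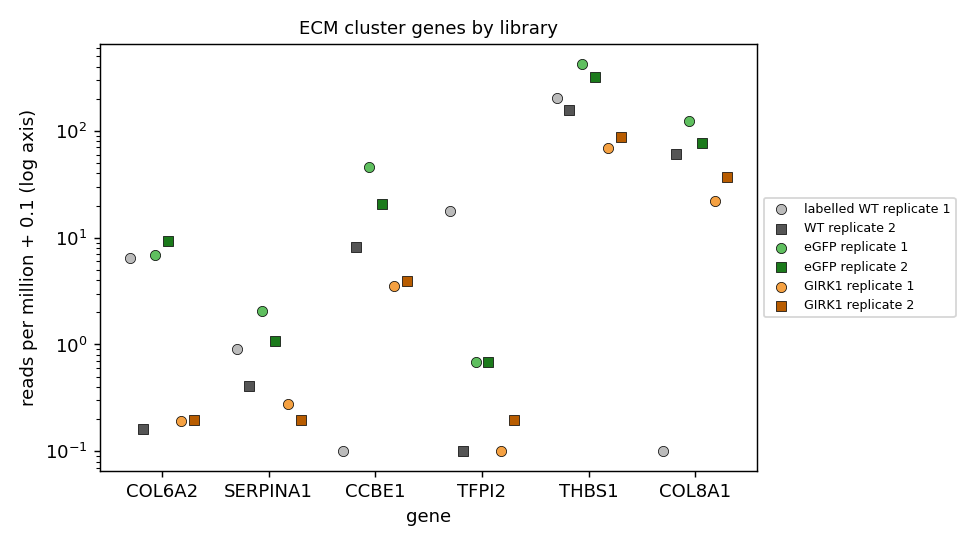
RPM (y axis, log scale, with an offset of 0.1 added) of the 6 ECM cluster genes in each library; each point is 1 library and no error bar is drawn. MCF10A GIRK1 lies under MCF10A eGFP for all 6 genes; for COL6A2, the 2 MCF10A GIRK1 libraries and WT replicate 2 lie near the bottom of the axis, at 1 read each.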

Among the identified transcripts, downregulation of COL6A2, SERPINA1, CCBE1, TFPI2, THBS1 and COL8A1 have been shown to promote migration and invasion of malign breast cancer cells, aggravate metastatic spread and result in poor prognosis of breast cancer patients^25,34–37^. Based on preclinical experiments, using the malignant MCF7 line, Chen *et al*.^35^ suggested that low SERPINA1 expression levels may be a strong indicator for bad response of ER^+^ and ER^+^/HER2^+^ breast tumors to anti-ER as well as anti-HER2 therapies. Both the MCF10A as well as the MCF7 cell lines did not display alterations in proliferation, ability to form colonies upon seeding on petri dishes nor in growth rates of the colonies formed. Rezania *et al*.^18^ obtained similar results upon overexpression of chimeric GIRK1/eYP protein in the malignant MCF7 cell line. The lack of effect of GIRK1 overexpression on cell proliferation is, to some extent, unexpected since GIRK1 overexpression in MCF10A has induced resilient changes in several gene clusters involved in cell division and proliferation. We hypothesize that the alterations in gene expression observed may require intrinsic factors from e.g. the tumor microenvironment, that are missing in our 2D cell culture, to become manifest in the functional phenotype. The gene clusters discussed above exert protumorigenic action upon downregulation. The most prominently regulated functional cluster is, however, upregulated and comprises downstream elements which are triggered by the cytokine interferon-γ (IFγ; “Interferon-γ response” (Fig. 3C)). 

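Of the 47 genes of the IFγ heat map, 45 had enough reads to be tested, and all 45 were higher in MCF10A GIRK1, with a median log2 fold change of 3.34 and a range from 2.23 to 8.27. In the 6-library fit of edgeR's quasi-likelihood test 37 had an unadjusted p-value below 0.05 and 0 an adjusted one over all genes, and 36 passed when adjusted over the heat map genes alone. In the 4-library fit 36 passed over all genes and 45 over the heat map genes. The counts over the heat map genes alone show no stability, since the paper chose the genes from the same libraries. With the replicate number as a block, 37 passed unadjusted and 0 adjusted in the 6-library fit, and 41 adjusted in the 4-library fit. A list of 39 type I interferon-stimulated genes had a median log2 fold change of 3.79 over the 36 tested, all 36 higher (adjusted p = 3.38e-107 by camera and 0.0300 by fry, Benjamini-Hochberg over 7 lists). The block gave a median of 3.88 (adjusted p = 2.38e-101 by camera), and the 4-library fit an adjusted p of 2.65e-136 by camera. A list of genes induced preferentially by interferon-γ had a median of 0.93 over the 6 of 21 genes with enough reads (adjusted p = 0.0854 by camera and 0.579 by fry; 0.94 and 0.0580 by camera with the block; 0.0242 by camera in the 4-library fit), and 13 of the 21 were at or under 3 reads in each library of the comparison. IFNGR1 had a log2 fold change of 0.93 (adjusted p = 0.940 and 0.178 in the 6- and 4-library fits, edgeR) and IFNGR2 of -0.18 (adjusted p = 0.993 and 0.695). The paper states that the elements of this cluster are triggered by interferon-γ.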

Canonical IFγ signaling causes activation of transmembrane IFγ receptors (IFγR1 and IFγR2), subsequent activation of JAK tyrosine kinases, binding and nuclear translocation of STAT proteins and subsequent activation of transcription factors such as interferon response factors (IRFs^38^). Under physiological settings, IFγ signaling brings about biological functions related to antibacterial and antiviral host defense and immune regulation, cell cycle, apoptosis, inflammation and innate and acquired immunity^38^. The resilient immunomodulatory functions implicated in IFγ signaling prompted several clinical applications for the cure of chronic granulomatous disease, fungal infections, autoimmune diseases and cancer^39^. At about the same time that IFγ was regarded a promising antitumor agent, IFγ had been identified to exert another, vicious, side and to promote metastatic spread, resistance against natural killer cells, anti-apoptotic and proliferative responses of various malignant cell types (see^40,41^, for review) and, in the pathophysiological context of malignant cells and microenvironment, acts pro-tumorigenic^42^. When screening radiation- and chemotherapy-resistant tumors, Khodarev *et al*.^43^ and Weichselbaum *et al*.^44^ discovered a gene signature, termed interferon-related DNA damage resistance signature (IRDS), because the majority of the genes identified were stimulated by interferon and are activated during antiviral response. In breast cancer, IRDS genes are regulated by exosome transfer from stroma cells, mediate resistance to radiation- and chemo-therapy, predict poor prognosis and are enriched in cells exerting cancer stem cell like features^45^. In the present study, overexpression of GIRK1 in the benign MCF10A line triggered enhanced expression of several IRDS genes such as IFI6, IFI27, IFI44, IFIT1, IFIT3, IRF7 and ISG15, indicating a shift towards this awkward signature. 

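The 7 IRDS genes were higher in both MCF10A GIRK1 libraries than in either MCF10A eGFP library. IFI6 (chromosome 1, 27666061 to 27672218, GRCh38) had 8235 ± 2294 RPM (SD, n = 2) in MCF10A GIRK1 and 25.8 ± 14.3 RPM in MCF10A eGFP, a log2 fold change of 8.27 (standard error 0.80). ISG15 had 764 ± 137 RPM against 19.6 ± 6.24 RPM, IFI27 468 ± 199 RPM against 3.56 ± 2.41 RPM, IFIT1 305 ± 76.4 RPM against 1.95 ± 0.550 RPM, IFI44 274 ± 10.7 RPM against 10.1 ± 2.08 RPM, IRF7 109 ± 14.7 RPM against 2.98 ± 1.45 RPM and IFIT3 45.0 ± 2.23 RPM against 1.22 ± 0.482 RPM. The log2 fold changes of these other genes were 5.26 for ISG15, 7.03 for IFI27, 7.27 for IFIT1, 4.74 for IFI44, 5.14 for IRF7 and 5.21 for IFIT3. In the 6-library fit the adjusted p-values ran from 0.221 for IFI6 and ISG15 to 0.905 for IFI44 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in the 4-library fit they ran from 0.00176 for IFI44 and IFIT1 to 0.00489 for IFI27. No IRDS gene had an adjusted p-value below 0.05 under the replicate block in the 6-library fit, and in the 4-library fit they ran from 5.74e-05 for ISG15 to 0.000407 for IFI27 (edgeR).

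**Figure D3:**
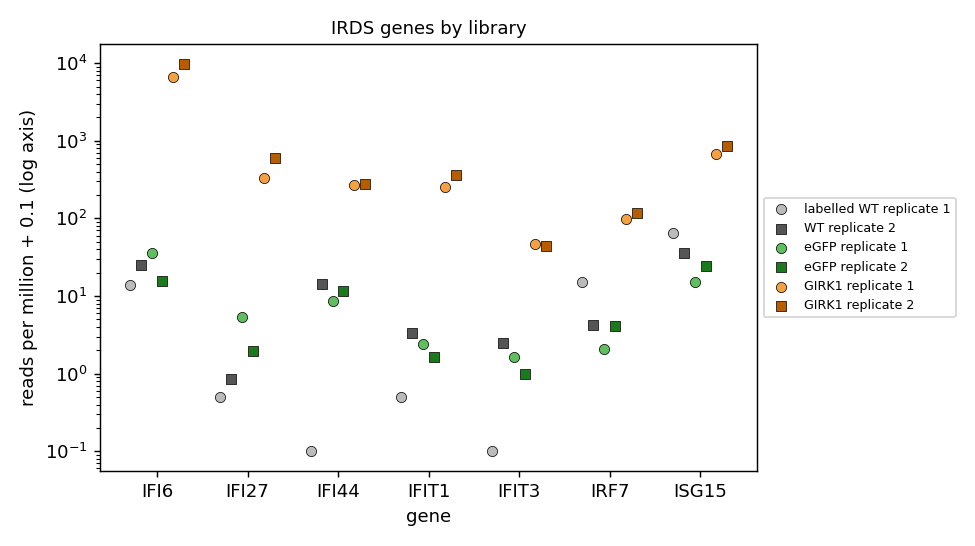
RPM (y axis, log scale, with an offset of 0.1 added) of the 7 IRDS genes in each library; each point is 1 library and no error bar is drawn. Both MCF10A GIRK1 libraries lie above the other 4 for every gene.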

Among the most strongly upregulated downstream IFγ signaling elements are IFI6, DCLK1 and LCN2, which have been shown to promote migration, invasion and metastasis formation of malignant MECs and to correlate with poor prognosis for patients (^46–48^). 

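Among the 11546 genes tested, IFI6 ranked 5 by log2 fold change, DCLK1 58 and LCN2 88. Within the 45 tested genes of the IFγ heat map the ranks were 1, 17 and 29. DCLK1 (chromosome 13, 35768652 to 36131306, GRCh38) had 1 and 3 reads in MCF10A eGFP and 66 and 30 reads in MCF10A GIRK1, so its rank rests on counts at the floor of 3 reads, and it was at least 7.55-fold higher (adjusted p = 0.744 in the 6-library and 0.0534 in the 4-library fit, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LCN2 (chromosome 9, 128149071 to 128153455) had 36.8 ± 2.90 RPM (SD, n = 2) in MCF10A GIRK1 and 3.86 ± 0.212 RPM in MCF10A eGFP, a log2 fold change of 3.22 (standard error 1.16; adjusted p = 0.934 and 0.00378). Neither DCLK1 nor LCN2 had an adjusted p-value below 0.05 with the replicate block in the 6-library fit, and in the 4-library fit these were 0.0222 and 0.000796 (edgeR).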

Likewise, the type 1 interferon/IRF7 axis has been shown to bring about chemotherapy-induced immunological dormancy in breast cancer^49^.

This is the first study to provide insight into the cellular and molecular consequences of GIRK1 overexpression in benign MCF10A cells. Our study reveals that the overexpression of a single K^+^ channel subunit shifts vital parameters of a benign MEC line towards cancer hallmarks. Expression levels of a sizeable number of transcripts, several of them involved in induction, progression and resistance to the therapy of treatment of breast cancer, accompanies the changes in cellular behavior. The observed influence on cellular behavior goes well beyond the role of overexpression of a K^+^ ionophore acting on cellular motility via topical osmoregulatory K^+^ levels alone. It indicates that GIRK1 may represent a missing link for the complementation of pathophysiological de-novo pathways that alter cellular homeostasis towards the malign phenotype. This is in accordance with the observation of excessive GIRK1 mRNA and protein levels in breast tumors that correlate with poor prognosis for patients with ER^+^ breast cancer^14^. Hence, the future and detailed investigation of GIRK1 mediated pathways in MECs is likely to provide essential insight into development and progression especially in the subset of ER^+^ breast cancer. Through its pronounced influence on intracellular signaling cascades, GIRK1 overexpression may open a new window for treatment and classification of breast tumors.

## Materials and Methods

Commercial providers of chemicals and reagents are listed in Supplementary Table S1. All chemicals were reagent grade, unless stated otherwise.

### Cell culture and media

MCF7 cells were maintained in MEM supplemented with 10% FBS, 1% L-Glutamine, 1% Sodium Pyruvate and Penicillin-Streptomycin (100 U/ml and 100 ng/ml) at 37 °C with 5% CO_2_. MCF10A cells were cultured in MEBM medium including SingleQuots and 0,004% CT. WT cell lines were used between passages P27 to P35 and split every 3 to 5 days. Stably transfected cell lines were used since generation as follows: MCF7^eGFP^: P8-P13; MCF7^GIRK1^: P10-P16; MCF10A^eGFP^: P7-P13; MCF7^GIRK1^: P11-P16. All cell lines were free of mycoplasma contamination, as tested routinely. To prove the common origin of MEC lines, short tandem repeat (STR) profiling of the parental cell lines was performed. All markers (CSF1PO, DSS818, D13S317, D7S820, D16S539, vWA, TH01, TPOX and Amelogenin) indicated integrity of the cell lines.

### Constructs and transfection

For the generation of stable constructs, the coding sequence of human GIRK1 was amplified by PCR (NM_002239.3; primers used: plasmid-GIRK1a-f, plasmid-GIRK1a-r; see Supplementary Table S2 for sequence), digested with NheI and BamHI and cloned into the cloning site of pIRES2eGFP. Sanger sequencing verified the sequence of the entire construct. For stable transfection, the pIRES2eGFP plasmid was linearized with AseI. Stable transfection of MCF10A or MCF7 cells was achieved using Lipofectamine following the manufacturer’s protocol. 24 h after successful transfection, as verified by fluorescence microscopy, appropriate medium supplemented with G418 was added (16 mg/mL for MCF10A and 3 mg/mL for MCF7, respectively). After 5 to 7 days of growth, transfected cells were isolated by cell sorting using eGFP fluorescence as reporter acquired on a LSRII (BD Bioscience, Vienna, Austria). Stable transfection was verified by routinely checking the cells for fluorescence by microscopy throughout the duration of the investigation.

### RNA isolation

Cells were grown to 70–80% confluence, harvested by trypsinization and spun at 750 rpm for 3 minutes. RNA was isolated from cell-pellet using QIA shredder spin column and RNeasy Mini Kit according to manufacturer’s protocol.

### Transcriptome analysis by next-generation sequencing

10 ng of isolated RNA was heat inactivated for 10 min at 80 °C followed by cDNA Synthesis using the SuperScript VILO cDNA synthesis kit. DNA library was generated using the Ion AmpliSeq Transcriptome Human Gene Expression kit according to manufacturers’ instructions. Sequencing was performed on Ion S5 XL benchtop sequencer (Thermo Fisher Scientific) to a length of 200 base pairs. On average 8 million reads were sequenced per sample. Data analysis was performed using the Ampliseq RNA Transcriptome workflow of the Ion Torrent suite. Briefly, amplicons were mapped to a human transcriptome reference (AmpliSeq_Transcriptome_21K.v1) and mapping reads were counted for each transcript and exported to a tabular file. Differentially expressed genes between GIRK1 and eGFP expressing cells were defined through 2-fold difference and a coefficient of variation below 0.7 between the two replicates. DAVID functional clustering was performed with up- and downregulated genes separately, selecting gene ontology (GO) biological processes and KEGG pathways^50,51^. Significant enrichment was determined via false discovery rate (FDR) and/or Benjamini-Hochberg corrected value. Heat maps were generated using Genesis^52^. RNA-seq expression of six genes, selected from the clusters “IFγ”, “ECM” and “migration” was confirmed by independent qPCR (Validation of RNA-seq data is shown in Supplementary Figure S5). Original data have been deposited in NCBI’s Gene Expression Omnibus (Accession number: GSE138155; GEO; https://www.ncbi.nlm.nih.gov/geo/).

### qPCR

For converting to cDNA, QuantiTect Rev the Transcription kit was used according to manufacturer’s protocol. The obtained cDNA was diluted 1:25 and quantitative real-time PCR was performed with the Thermal Cycler C1000 Touch in 96-well plates, using QuantiFast SYBR Green PCR Kit, according to manufacturers’ instructions. All samples were measured in triplicate. The relative mRNA expression levels of GIRK1 gene compared to the housekeeping genes YWHAZ and GAPDH were calculated using the 2^ΔΔCt^ method^53^. GIRK1 mRNA levels were normalized to the one of MCF10A^WT^ (See Supplementary Table S2 for primer sequences).

### Western blot analysis

For preparation of protein lysate from MCF10A and MCF7 cell lines, two TC Dishes 35 mm at 90% confluence were used. Cells were washed twice with ice-cold PBS and lysed in 200 µl Frackelton buffer including complete Mini Protease inhibitor Cocktail tablet. Lysates were sonicated for 30 minutes, using an ultrasound device (ECONO-Clean TVEN), followed by centrifugation at 13200 rpm (4 °C; 15 min). Protein concentration was determined^54^. In each slot 3 µg protein were loaded onto 12% SDS gels^55^. Spectra Multicolor protein ladder was used as standard. After electro transfer (150 mA, on ice; transfer buffer) on Immobilon-P PVDF, protein bands were located by staining with Ponceau S solution (0,5% diluent) according to the manufacturer’s instructions. Membranes were blocked with 3% Difco Skim Milk in TBST (Tris-buffered saline containing Tween 20) for 30 minutes at room temperature and incubated with primary Ab (overnight; 4 °C). The membranes were washed (3×) with 3% Difco Skim Milk in TBST for 10 minutes and incubated with the secondary antibody (1 hour in room temperature). After incubation with ECL-Select antibody–protein complexes were analyzed by ChemiDoc Imager (BioRad, ChemiDoc MP). The following combinations of primary and secondary antibodies were used: #1.: GIRK1^CT^ Ab (APC-005, directed against GIRK1 C-terminus; Alomone labs, Jerusalem, Israel, rabbit polyclonal) dilution 1:800 in 5% [w/v] BSA with Peroxidase Goat anti-rabbit as secondary Ab (1:10000 in 3% [w/v] skim milk); #2.: GIRK1^NT^ Ab (directed against GIRK1 N-terminus; rabbit polyclonal, produced by Kurt Schmidt, dilution 1:250 in 5% [w/v] BSA) with Clean Blot IP detection reagent as secondary Ab (1:5000 in 3% [w/v] skim milk); #3.: monoclonal GIRK1 Ab (Abcam No. 119246) mouse monoclonal (dilution 1:500 in 5% [w/v] BSA) with Peroxidase Goat anti-mouse as secondary Ab (1:10000 in 3% [w/v] skim milk).

### Immunoprecipitation

MCF7 cells in T75 culture flask at 90% confluence were lysed in 500 µl Frackelton buffer as described under methods for WB. After centrifugation, 150 µl Protein A Agarose was added to the supernatant and incubated for 1 hour at 4 °C. The sample was centrifuged at 4000 rpm (3 minutes, 4 °C). 15 µl GIRK1 (Alomone) antibody (see WB) was added to the supernatant and incubated overnight at 4 °C. 225 µl Protein A agarose suspension was added and incubated at room temperature for 2 hours. The probe was centrifuged a 4000 rpm (3 minutes, 4 °C). After washing with 500 µl Frackelton buffer (3 × ), 30 µl 4x Laemmli buffer was added and incubated (95 °C, 5 minutes) followed by centrifugation (3 min 4000 rpm at RT) and WB analysis was performed.

### Cell adhesion assay

The colorimetric CHEMICON ECM Cell Adhesion Array Kit was used according to manufacturer’s instructions. The ECM components are: Human Collagen Type I (Col I), human Collagen Type II (Col II), human Collagen Type IV (Col IV), human Fibronectin (FN), human Laminin (LN), human Tenascin-C (TN) and human Vitronectin (VN). 1, 0–2, 0 × 10^6^ cells were applied per slot in MEBM medium. The incubation time was two hours at 37 °C. After removal of non-attached cells by pipetting, adhering cells were fixed by cell stain solution. Probes were gently washed and incubated for 10 minutes with extraction buffer. The absorbance at 540–570 nm was determined with a microplate reader (CLARIOstar, BMG LABTECH Inc., Cary, NC, USA).

### Wound healing assay

Cells (1,5 × 10^5^/well) were seeded into 24 well plates. After growing to 90% confluency and using a 200 µl pipette tip, a scratch was made across the center of the well, producing an interruption of the cell monolayer, resulting in a scratch, the width of which was approximately 1 mm. Detached and damaged cells were removed by carefully aspirating the medium and rinsing with PBS before the addition of 700 µl fresh MEBM growth medium. The plates were monitored for 24 h (MCF10A derived lines) or 36 h (MCF7 derived lines) in a Cell Observer (Zeiss Axiovert 200 M) at intervals of 20′ (MCF10A) or 30′ (MCF7), respectively. For analyzing the data, ImageJ^56^ software (1.51j8) and a custom developed macro termed ALGov9 was used (see supplementary materials for complete code).

### Chick chorioallantoic membrane assay

Fertilized white Lohmann chicken eggs were obtained from a local hatchery (Schropper GmbH, Gloggnitz, Austria). The egg shell was cracked on day 3 of embryonic development and embryos were placed into sterilized plastic dishes for further incubation for 7 days in a MultiQuip incubator at 37 °C (50% humidity). MCF10A cells were applied in volumes of 15 µL in a 1:1 mixture with Matrigel (10^6^ cells/onplant) within 5 mm silicone rings. Silicone rings were placed on vascular branches of the CAM. After 4 days of incubation the progression of tumor growth was monitored by photo-documentation (Olympus SZX16). The formed tumors were photographed and neovascularization was scored according to^57^. Onplant area was analyzed by IQM^58^.

### Proliferation assay

Cells (2 × 10^5^) were seeded in 6 well plates and incubated in cell culture incubator with MEBM growth medium. 5-ethynyl-2′-deoxyuridine (EdU) was used to directly measure cells in the S-phase^59^. The Click-iT EdU Pacific Blue Flow Cytometry Assay Kit was used according to the manufacturer’s protocol. After reaching 70–80% confluency, a 10 mM solution of EdU of the Click-iT EdU Assay was added to each well. After 3 hours incubation time, cells were harvested and washed with 3 mL 1% BSA in PBS. Cells without staining and treatment were taken for control in all experiments. To define cell cycle (G_1_/G_0_-; S- and G_2_/M-phases), the fluorescent DNA binding dye 7-AAD viability staining solution (PerCP-A) was used. Flow cytometry of 500 µl cell suspension was performed using LSRII (BD Bioscience, Vienna, Austria). Data were analyzed with DIVA software (BD Bioscience).

### Colony formation assay

One hundred single MCF10A cells were seeded in 1000 µl medium per well in six well plates. For MCF7, 200 single cells were seeded. Following 8 days of culture, plates were washed with PBS solution and fixed for 5 minutes with fixing solution (85% Methanol; 15% Acetic acid). After washing with distilled water the plates were incubated for 2 hours with 1000 µl 0,5% crystal violet stain solution per well, washed with distilled water and air dried at room temperature. The plates were scanned with CanonScan 4400 F. Colony sizes were measured using ImageJ software (1.51j8).

### Electrophysiological recording and analysis

MCF10A and MCF7 cells were seeded on 6 × 6 mm coverslips in 24 well plates, cultured as described for more than 24 h before electrophysiological experiments were started. For recording, the coverslips were transferred to a bathing chamber in bathing solution (NaBS) mounted to the stage of an inverted microscope (IM35, Zeiss, Germany). Using whole cell patch clamp method and nystatin perforation as previously described^60^, resting membrane potentials were recorded at RT not longer than 20 minutes after the cells were removed from the incubator. Briefly, nystatin stock solution (NSS) was prepared by dissolving nystatin (N6261, Merck, Darmstadt, Germany) in DMSO (analytical grade, Merck, Darmstadt, Germany) at a concentration of 50 mg/mL, aliquoted and stored at −20 °C until use. Nystatin containing pipette solution (PSN) was prepared by pipetting 200 μL NSS into 10 mL pipette filling solution (PFS; in 15 mL Falcon tube) under sonication using ultrasonic cleaning bath (Emmi-H22, EMAG AG, Mörfelden-Walldorf, Germany). After nystatin addition, PSN was sonicated for one additional minute, stored on ice and filtered (Wahtman Rotrand 0, 2 μm, FP30/0,2-CA-510462200, Fisher Scientific) immediately before use. Patch clamp pipettes were pulled from borosilicate glass capillaries (Assistent Mikro-Haematokrit capillary tubes, Hecht, Fisher Scientific; final resistance was 1–2.5 MΩ). After Gigaseal formation, perforation was monitored by capacitance measurements. After successful perforation, as judged by capacitance >25 pF, resting membrane potential was low pass filtered at 50 Hz and recorded for 20 seconds using Axopatch-200A amplifier (Molecular Devices, USA). Traces were digitized at 1 kHz using the Digidata 1322 A interface (Molecular Devices, USA) using Clampex 9.2 software (Molecular Devices, USA). Membrane resting potential was measured by averaging the entire trace using the Clampfit 10.3 software (Molecular Devices, USA). The composition of solutions used was as follows (concentrations given in parenthesis in mmol/L): NaBS: KCl (2), NaCl (148), MgCl_2_ (4), CaCl_2_ (1) and HEPES (10), buffered with NaOH to pH:7.4. PFS: KCl (20), K^+^/aspartate^−^ (120), NaCl (10), MgCl_2_ (4), EGTA^−^/K^+^ (1) and HEPES, buffered with KOH to pH: 7.4.

### Motility analysis

Cell movement was recorded and analyzed as described previously^61^, with a recording rate of 3 images per hour over a period of 3 days. Analysis of motility coefficients and cellular velocities was limited to the time interval, when movement was not constrained by the developing cell bulk, using median cell displacement as an indicator. Average cellular velocities were calculated separately for cells that were free or aggregated (defined as cells that were in contact with neighboring cells with >50% of their perimeter).

### Statistical analysis

Statistical analysis of data was performed using SPSS embedded in Sigmaplot (SPW 14.0, Systat Software Inc.). In short, datasets consisting of more than two experimental groups were tested for normal distribution and one way or rank based ANOVA was performed as appropriate. Subsequent pairwise comparisons were performed using appropriate algorithms. For the comparison of two experimental groups, student’s t-test was used. Statistics for cell migration was computed with public domain software R, version 3.5.3 and RStudio software version 1.1.463 (RStudio Team (2016), R Core Team 2019). In case of MCF10A cells, means of data were analysed with a bootstrap-t method based ANOVA using the R function t1waybt (Wilcox 2017), followed by post hoc tests using the R function linconbt allowing also a comparison of all pairs of groups. In case of MCF7 cells, due to pronounced skewness, medians were analysed with a percentile bootstrap method using the R function Qanova followed by pairwise median comparisons using a percentile bootstrap method implemented in the R function medpb^62^. Holm method was used for adjustment of p-values due to multiple comparisons. To compare deciles the R function, qcomhfMC^62^ was used combining a percentile bootstrap method with a quantile estimator allowing tied values.

## Supplementary information

Supplementary information1

Supplementary information2

Supplementary information3

Supplementary information4

Supplementary information5

Supplementary information6

Supplementary information7

Supplementary information8

Supplementary information9

Supplementary information10

Supplementary information11

Supplementary information12

Supplementary information13

# Supplementary material for: GIRK1 triggers multiple cancer-related pathways in the benign mammary epithelial cell line MCF10A
**Source:** Sci Rep. 2019 Dec 17;9:19277. doi: 10.1038/s41598-019-55683-w
**Supplement:** Supplementary file 2 — Supplementary information2

**ALGov9 macro (for wound healing)**

**// This macro is copyrite of Dr Trevor DeVaney Feb 2017**

**//**

**//setBatchMode(true);**

**//========================================================**

**//copywrite declaration**

**//========================================================**

**string="This macro is copyrite of Dr Trevor DeVaney Feb 2017 \n This macro is for detecting the area covered by cells in sequences of images\n Timelapse sequences for monitoring growth";**

**Dialog.create("Covered area assesment macro");**

**Dialog.addMessage(string);**

**Dialog.show();**

**string="In the composite images \n \n Red is the areas detected\n Green is the area included in the measurement\n Yellow is both detected and measured.";**

**Dialog.create("Covered area assesment macro");**

**Dialog.addMessage(string);**

**Dialog.show();**

**//========================================================**

**//Default parameters**

**//========================================================**

**inv=1;**

**hole=1;**

**sl=10000;**

**su="Infinity";**

**cl= 0.001;**

**cu=0.999;**

**v=30;**

**m=6;**

**sti=1;**

**imi=1**

**mni=5000**

**sc=100**

**fftlow=1**

**ffthigh=40**

**//========================================================**

**//Dialog import parameters**

**//========================================================**

**Dialog.create("Choose image import selction parameters");**

**Dialog.addCheckbox("Invert analysis",inv);**

**Dialog.addSlider("Starting image number", 1,50000, sti);**

**Dialog.addSlider("Image increment", 1, 20000000, imi);**

**Dialog.addSlider("Maximum number of images to import", 5, 5000, mni);**

**Dialog.addSlider("Image scale", 0, 100, sc);**

**Dialog.show();**

**inv = Dialog.getCheckbox();**

**sti = Dialog.getNumber();**

**imi = Dialog.getNumber();**

**mni = Dialog.getNumber();**

**sc = Dialog.getNumber();**

**//========================================================**

**//close log window if open**

**//========================================================**

**if (isOpen("Log")==true) {**

**selectWindow("Log");**

**run ("Close");**

**}**

**//========================================================**

**//open new log window for protocol**

**//========================================================**

**print("//========================================================\n" );**

**run("Set Measurements...", "area mean min median redirect=None decimal=3");**

**run("Input/Output...", "jpeg=100 gif=-1 file=.txt copy_column copy_row save_column save_row");**

**//========================================================**

**//directory selection**

**//========================================================**

**j=0;**

**while (j<1){**

**print("sample directory selection");**

**dir = getDirectory("Select a Data Directory");**

**j=getBoolean("Is the sample directory correct ? \n"+dir );**

**print("sample directory is = "+dir );**

**}**

**//========================================================**

**//results directory selection**

**//========================================================**

**date="results";**

**print("results directory is = " +dir+"\\"+date);**

**if (File.isDirectory(dir+"\\"+date)==false){**

**print("directory absent, creating!");**

**File.makeDirectory(dir+"\\"+date);**

**}**

**if (File.isDirectory(dir+"\\"+date)==true){**

**print("success "+dir+"\\"+date);**

**}**

**//========================================================**

**//iterative file open routine**

**//========================================================**

**print("//========================================================\n" );**

**//======================================================**

**// list is an array with the file names in it**

**//======================================================**

**list = getFileList(dir);**

**//======================================================**

**// recursively call the list of files**

**//======================================================**

**for (i=0; i<list.length; i++) {**

**print("next directory i="+i);**

**print("name is "+list[i]);**

**print("processing "+dir+list[i]);**

**//======================================================**

**// opening file**

**//======================================================**

**if (File.isDirectory(dir+"\\"+date)==true){**

**i=i+1;**

**}**

**//======================================================**

**// import trans image sequences**

**//======================================================**

**print("Importing image sequence from "+dir+list[i]);**

**run("Image Sequence...", "open=["+dir+"\\"+list[i]+"\\] number="+mni+" starting="+sti+" increment="+imi+" scale="+sc+" file=[] or=[] sort");**

**//open(dir+list[i]);**

**run("8-bit");**

**//========================================================**

**//repeat loop**

**//========================================================**

**j=0;**

**while (j<1){**

**//========================================================**

**//choose parameters dialog**

**//========================================================**

**Dialog.create("Choose selction parameters");**

**Dialog.addCheckbox("Fill holes",hole);**

**Dialog.addSlider("Size lower limit", 0, 5000000, sl);**

**Dialog.addSlider("Size upper limit", 1, 2000000, su);**

**Dialog.addSlider("Circularity lower limit", 0.0, 1.0, cl);**

**Dialog.addSlider("Circularity upper limit", 0.0, 1.0, cu);**

**Dialog.addSlider("Detection (Variance)", 1, 100, v);**

**Dialog.addSlider("Smoothing (Median)", 1, 100, m);**

**Dialog.addSlider("FFT Low Bandpass", 1, 1000, fftlow);**

**Dialog.addSlider("FFT High Bandpass", 1, 1000, ffthigh);**

**Dialog.show();**

**hole = Dialog.getCheckbox();**

**sl = Dialog.getNumber();**

**su = Dialog.getNumber();**

**cl = Dialog.getNumber();**

**cu = Dialog.getNumber();**

**v = Dialog.getNumber();**

**m = Dialog.getNumber();**

**fftlow = Dialog.getNumber();**

**ffthigh = Dialog.getNumber();**

**if(su==2000000){**

**su="Infinity";**

**}**

**//========================================================**

**//calculation**

**//========================================================**

**//========================================================**

**//duplicate image**

**//========================================================**

**run("Duplicate...", "title=[copy2_"+list[i]+"] duplicate range=1-500");**

**run("Duplicate...", "title=[copy_"+list[i]+"] duplicate range=1-500");**

**//========================================================**

**//FFT bandpass**

**//========================================================**

**run("Bandpass Filter...", "filter_large="+ffthigh+" filter_small="+fftlow+" suppress=None tolerance=5 autoscale saturate process");**

**//========================================================**

**//Variance analysis**

**//========================================================**

**run("8-bit");**

**run("Variance...", "radius="+v+" stack");**

**//========================================================**

**//threshold image**

**//========================================================**

**setAutoThreshold("Mean dark");**

**setOption("BlackBackground", false);**

**run("Convert to Mask", "stack");**

**//========================================================**

**//median analysis**

**//========================================================**

**run("Median...", "radius="+m+" stack");**

**//========================================================**

**//Measurement inversion**

**//========================================================**

**if (inv == true) {**

**run("Invert", "stack");**

**}**

**//========================================================**

**//Hole inclusion**

**//========================================================**

**if (hole == true) {**

**run("Analyze Particles...", "size="+sl+"-"+su+" circularity="+cl+"-"+cu+" show=Masks display clear include summarize stack");**

**} else {**

**//========================================================**

**//Hole exclusion**

**//========================================================**

**run("Analyze Particles...", "size="+sl+"-"+su+" circularity="+cl+"-"+cu+" show=Masks display clear summarize stack");**

**}**

**print("//========================================================\n" );**

**//========================================================**

**//image viewing**

**//========================================================**

**window="Mask of copy_"+list[i];**

**selectWindow(window);**

**run("Grays");**

**run("Subtract...", "value=170 stack");**

**selectWindow("copy_"+list[i]);**

**run("Subtract...", "value=170 stack");**

**run("Merge Channels...", "red=[copy_"+list[i]+"] green=[Mask of copy_"+list[i]+"] blue=*None* gray=[copy2_"+list[i]+"] create keep");**

**//========================================================**

**// repeat selection ?**

**//========================================================**

**waitForUser("Check the results and press OK when finished");**

**j=getBoolean("Were the parameters correct ? \n Cancel cancels the macro\n No requires new parameter selection\n Yes saves the data and continues with the next file");**

**selectWindow("Composite");**

**if(j==true){**

**a=lengthOf(list[i]);**

**name=substring(list[i],0,a-7);**

**print("name= "+name);**

**print("Composite saved to "+dir+date+"\\Composite_of_"+name+".tif");**

**saveAs("Tiff", dir+date+"\\Composite_of_"+name);**

**run("Close");**

**}else{**

**selectWindow("Composite");**

**close();**

**selectWindow("Mask of copy_"+list[i]);**

**close();**

**selectWindow("copy_"+list[i]);**

**close();**

**selectWindow("copy2_"+list[i]);**

**close();**

**if (isOpen("Summary of copy_"+list[i])==true) {**

**selectWindow("Summary of copy_"+list[i]);**

**run("Close");**

**}**

**if (isOpen("Results")==true) {**

**selectWindow("Results");**

**run("Close");**

**}**

**}**

**}**

**//========================================================**

**// write the parameter settings**

**//========================================================**

**print("//========================================================\n" );**

**print("Parameters for = "+list[i]);**

**print("Invert analysis = "+inv);**

**print("Fill Holes = "+hole);**

**print("Lower size = "+sl);**

**print("Upper size = "+su);**

**print("Lower circularity = "+cl);**

**print("Upper circularity = "+cu);**

**print("Detection = "+v);**

**print("Upper Smoothing = "+m);**

**print("Starting image number = "+sti);**

**print("Image increment = "+imi);**

**print("Maximum number of images to import = "+mni);**

**print("Image scale = "+sc);**

**print("//========================================================\n" );**

**//========================================================**

**// close results window**

**//========================================================**

**if (isOpen("Results")==true) {**

**selectWindow("Results");**

**saveAs("Text", dir+date+"\\Results_"+name+".txt");**

**run("Close");**

**}**

**//========================================================**

**// close Summary window**

**//========================================================**

**if (isOpen("Summary of copy_"+list[i])==true) {**

**selectWindow("Summary of copy_"+list[i]);**

**saveAs("Text", dir+date+"\\Summary of "+name+"_.txt");**

**run("Close");**

**}**

**//========================================================**

**// close image windows**

**//========================================================**

**while (nImages()>0) {**

**selectImage(nImages());**

**run("Close");**

**}**

**//========================================================**

**// close log window**

**//========================================================**

**if (isOpen("Log")==true) {**

**selectWindow("Log");**

**saveAs("Text", dir+date+"\\Log"+name+".txt");**

**run("Close");**

**}**

**//========================================================**

**//end directory processing**

**//========================================================**

**}**

**print("//========================================================\n" );**

**print("end of processing");**

**print("//========================================================\n" );**

**//========================================================**

**// close log window**

**//========================================================**

**if (isOpen("Log")==true) {**

**selectWindow("Log");**

**saveAs("Text", dir+date+"\\Log.txt");**

**run("Close");**

**}**

**print("//========================================================\n" );**

**print("End of program");**

**print("//========================================================\n" );**

How the deposited data were processed for this re-analysis (not part of the article)

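Expression was measured in 6 libraries, labelled as 2 replicates each of MCF10A WT, MCF10A eGFP and MCF10A GIRK1, by Ion AmpliSeq Transcriptome amplicon sequencing, and no other samples were analysed. The authors mapped the reads to the AmpliSeq human transcriptome reference with the Ion Torrent suite and deposited, for each of 20812 amplicons with 1 gene symbol each, the read counts, forward and reverse reads, covering reads and an RPM value. The deposited counts are whole numbers, unnormalized, and the RPM that the authors deposited is each count scaled to the library's total. The deposited coverage is given as forward and reverse covering reads, which were used for 1 alternative, and the other deposited columns (position, GC bases, overlaps) gave amplicon GC content and length. How reads that map to near-identical copies were handled is not stated in the paper's text, so genes with close paralogs are less certain. Amplicon positions are on transcripts, without a genome build, and gene positions in the text come from the GENCODE annotation of GRCh38, matched by gene symbol. Rows are in a different order in each library and were joined by amplicon.

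The mapping of libraries to conditions and replicates was taken from the labels and the paper. The replicate block pairs libraries by the replicate numbers of the labels. No label says that libraries of the same number share a culture or batch, so this pairing is an assumption. The totals were 2506120 and 16040556 reads for MCF10A WT, 5126930 and 10233974 for MCF10A eGFP and 11107309 and 10346572 for MCF10A GIRK1. The smallest level that the depth can show (3 reads) ran from 0.187 to 1.20 RPM. Each amplicon reports 1 gene, so isoforms and the transgene cannot be told from the endogenous transcript.

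Counts were tested with edgeR 4.0.16 (R 4.3.3), limma 3.58.1 and DESeq2 1.42.0. The 6-library fit used TMM normalization, the filterByExpr filter (11546 genes kept), glmQLFit and glmQLFTest on group means, and Benjamini-Hochberg adjustment with a threshold of 0.05. Standard errors of log2 fold changes were derived from the test's F value. The fit over all 6 libraries was fixed before the data were examined, as were the alternatives, the gene lists and the rule for named genes, which was every gene that the paper names as changed, as a GIRK subunit or as an interferon receptor, plus the 5 largest changes each way among genes with an adjusted p below 0.05, a mean of at least 10 reads and both MCF10A GIRK1 libraries on the same side of both MCF10A eGFP libraries. Since 0 genes passed the adjusted threshold in that fit, the 4-library fit, also fixed beforehand, is given beside it. The rule of the paper was applied to RPM with the sample SD and a coefficient of variation below 0.7 in each group, because the methods do not name the normalization or the group. A group with 0 reads in both libraries was not called. Gene lists were tested with camera and fry, and the cell-cycle lists are lists in common use. The interferon, angiogenesis, epithelial and mesenchymal lists were written by hand from general knowledge. The Fig. 3C lists were read from the figure and were not tested as groups, because they were chosen from the same data.

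The procedure was tested on simulated counts over 11546 genes with 200 genes changed 8-fold. With the spread of the 4-library fit, 97% of the changed genes were recovered with 6 libraries and 97.5% with 4, and with the spread of the 6-library fit 70.5% were recovered. The unchanged genes called in these simulations numbered 12, 5 and 4. The alternatives were other normalizations (DESeq2 size factors, total reads, upper quartile), filters (none, at least 10 reads in every library), the DESeq2 test, only the groups compared, the replicate number as a block, a correction for amplicon GC content, stricter thresholds and leaving out each replicate. For the rule of the paper they were other ways of computing the coefficient and the ratio. Covering reads, leaving out a WT replicate and the replicate block within only the groups compared were added after the data were seen. DAVID clustering, the qPCR and the functional assays were not analysed here.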

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

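The test of a mixture with MCF10A RNA was chosen only after the result was seen. The library labelled WT replicate 1 holds signals that the paper does not report on, since it does not use the WT transcriptomes. TFF1 had 5106 RPM there, ESR1 192 RPM and KCNJ3 19.2 RPM, and TFF1 and ESR1 had 0 reads in all 5 other libraries. KCNJ3 had 0 reads in WT replicate 2 and in both MCF10A eGFP libraries. The mean correlation of this library with the MCF10A eGFP and MCF10A GIRK1 libraries, on log2(RPM + 1) over all genes, was 0.870, against 0.987 for WT replicate 2.

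Thinning WT replicate 2 to the depth of WT replicate 1 left its correlation at 0.985, so lower depth does not account for the difference. Amplicon GC content and length explained 0.244% of the variance of the log2 ratio between the 2 WT libraries. Loss of RNA or amplicons would lower genes without raising others, but 35 genes were at 100 RPM or more in this library and at 1 RPM or less in each of the others (32 genes were the other way round). Of 10 marker lists, all written before the values of their genes were seen, the ER-positive luminal list (12 genes) had a median log2 difference of 6.66 to WT replicate 2, with 11 of 12 genes above all other libraries. The basal mammary list (14 genes) had a median of -6.67, with 12 of 14 below all other libraries. Of the remaining 8 lists, the prostatic one (4 genes) had a median of 1.70, the fibroblast one of -0.32 and the others of 0. The summed RPM of the basal markers was 2.82% of that in WT replicate 2, which leaves little room for a mixture in which MCF10A RNA is a large part. A candidate explanation is therefore RNA of an ER-positive luminal cell type in this library, for example through a sample swap, with a median log2 difference of 6.66 for that marker list. MCF7, an ER-positive line that the paper also uses and in which it reports higher GIRK1 mRNA than in MCF10A, is one such type, but no MCF7 library was analysed here and the source cannot be named from these data. No biological explanation within the design was tested. The label was kept as deposited throughout. The comparison that the paper makes does not involve this library, but every fit over 6 libraries takes its spread in part from the difference between the 2 WT libraries.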

How the results depend on the processing

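The choices listed in the processing summary were fixed before the data were examined, apart from covering reads, leaving out a WT replicate and the replicate block within only the 2 groups compared. For MCF10A GIRK1 against MCF10A eGFP, 0 genes passed the adjusted threshold with TMM (606 at an unadjusted p below 0.05; 244 with glmTreat and from 469 to 610 in the others), DESeq2 size factors, total reads or upper quartile, with either filter, with the GC correction, with covering reads, at the stricter threshold and with glmTreat. With the replicate block in the 6-library fit the count was also 0 (574 unadjusted), and with the block and the GC correction 0 (575 unadjusted). The DESeq2 Wald test gave 93 genes, and the fit of only the 2 groups compared gave 180. These counts held with the additional requirement of a 2-fold change (93 and 180). The replicate block within only the 2 groups compared gave 545, or 534 with a 2-fold change, on 1 residual degree of freedom. Leaving out 1 WT replicate gave from 154 to 180 genes, in both forms. Leaving out an MCF10A eGFP or MCF10A GIRK1 replicate leaves 1 library in a group, so no count was made. Each fit without a WT replicate no longer holds the difference between the 2 WT libraries, so these counts do not show which of the 2 raises the spread. The distances between libraries bear on it. The SD of the log2 ratio to the MCF10A eGFP and MCF10A GIRK1 libraries ran from 2.07 to 2.09 for the library labelled WT replicate 1. For WT replicate 2 it ran from 0.36 to 0.77, which argues against WT replicate 2 as the outlying library. Between the 6-library and the 4-library fit the shared coefficient of biological variation fell from 0.468 to 0.242. On simulated counts over 11546 genes the recovery of 8-fold changes with 6 libraries was 70.5% at the larger spread and 97% at the smaller. The simulation gave all genes the same spread and held no WT library that differs from the others. It therefore does not give the power of the 6-library fit on these data. For MCF10A eGFP against WT the count was 0 (378 unadjusted), and 23 with the DESeq2 Wald test. For MCF10A GIRK1 against WT it was 0 (648 unadjusted) and 112 with DESeq2. Genes changed the same way against both controls numbered 0, and 46 with DESeq2. Every count against WT includes the library labelled WT replicate 1, which may hold RNA of another cell type. These counts therefore cannot be read as a comparison with the parental line alone. Without that library the WT group has 1 library, and no count is given. The cause of the difference between edgeR and DESeq2 was not tested. End-to-end reads were not run, since no column has that name.

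The rule of the paper gave 627 higher and 682 lower genes. Raw counts gave 1270 and 270, no coefficient 2344 and 1850, and a pseudocount of 1 RPM 320 and 449. Requiring the coefficient only in the group with the higher mean gave 1328 higher genes. The rule needs 2 replicates, so none was left out, and the remaining alternatives stayed within 1.5 times. The cause was not tested.

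The type I list kept its direction and its call in every fit with a test, and its median ranged from 3.42 to 4.10 over the 6 fits that each left out 1 library. The G2/M list (from -1.33 to -1.08) and the S-phase list (from -0.77 to -0.06) kept theirs too, the S-phase call being by camera only (adjusted p = 0.637 by fry). The angiogenesis list (from -0.45 to -0.23 over those fits) lost its call with at least 10 reads in every library (-0.15). The interferon-γ-preferential list (0.93; from 0.60 to 1.01) gained a call without a filter (1.24), with at least 10 reads in every library (0.94), with only the 2 groups compared (0.94; with the replicate block 0.94) and with the replicate block and GC correction (1.02). The mesenchymal list (-0.28; from -0.64 to -0.30) gained one without a filter (-0.91) and with only the 2 groups compared (-0.29; with the replicate block -0.27). The epithelial list, with a median of 0.05, ranged from 0.0155 to 0.59 over the 6 fits that each left out 1 library. Leaving out either WT replicate, chosen after the data were seen, gave the interferon-γ-preferential and mesenchymal lists a call too. The glmTreat alternative gives no list test. The cause was not tested.

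In the Fig. 3C lists, requiring at least 10 reads in every library left 10 IFγ genes (all higher) and 12 ECM, 8 migration and 21 wound healing genes (all lower). With DESeq2, 21 IFγ, 3 ECM, 4 migration and 2 wound healing genes passed the adjusted threshold, with only the 2 groups compared 36, 8, 14 and 9, and with the replicate block in that fit 41, 27, 21 and 24. For the 21 named genes that were tested, all 323 values under alternatives with a test kept their direction. In the fits that left out an MCF10A eGFP or MCF10A GIRK1 library, which have no test, IFNGR2 changed sign (from -0.38 to 0.04 over the 6 fits). Of these genes, 15 gained a call with only the 2 groups compared, 18 with the replicate block in that fit and 12 with DESeq2. The depth limits CD36 and TFPI2, which had too few reads to be tested.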

Differences from the paper's values

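By the fold and coefficient rule, 682 genes were lower in MCF10A GIRK1, against about 1100 in Fig. 3A, read by eye, which is the paper's value. The alternatives set before the data were examined that came within 1.5 times of the paper's value were the population SD (879), the coefficient required only in the group with the higher mean (916, but with 1328 higher genes, which is not within 1.5 times of the paper's value for those), a group with 2 zeros passing (743) and the coefficient on log2 values (867). TMM-scaled counts (724), raw counts (270), no coefficient (1850), a mean of at least 10 reads (574) and a pseudocount of 1 RPM (449) did not. For higher genes, 627 against the paper's value of about 830 in Fig. 3A, read by eye, was within 1.5 times.

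The paper describes gene clusters for neovascularization as unchanged. The angiogenesis list written here, which is not the paper's set of clusters, had a median log2 fold change of -0.29, with an adjusted p of 0.00842 by camera and 0.579 by fry (Benjamini-Hochberg over 7 lists). Without the genes that had under 10 reads in any library, the camera adjusted p was 0.0507. Over all the fits with a test it ran from 9.74e-05 to 0.0507.

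The paper names DCLK1 and LCN2 among the most strongly raised interferon-response genes. Here they ranked 17 and 29 among 45 genes of that heat map by log2 fold change, and IFI6 ranked 1. Among all 11546 genes tested they ranked 58 and 88. The heat map holds only top genes of its term, so the ranks within it do not contradict the paper. The paper lists CD36 among the lowered genes. Here it had 1 and 3 reads in MCF10A eGFP and 1 and 0 in MCF10A GIRK1, and it was not called by the rule. DOCK8, also listed as lowered, was lower but was not called by the rule, since 2 and 0 reads in MCF10A GIRK1 give a coefficient above 0.7. TFPI2, listed as lowered too, had 3 and 6 reads in MCF10A eGFP and 0 and 1 in MCF10A GIRK1 and was not called by the rule either. The rule as read here also did not call KCNJ3, which had 0 reads in both MCF10A eGFP libraries. A missing call may therefore stem from this reading of the rule.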

Other observations

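Tests chosen only after the result, or genes that bear on it, had been seen were those of amplicon GC content for the MCF10A eGFP pair, of the interferon genes against WT replicate 2, of the type I against the interferon-γ list, and of the MCF10A eGFP line as the origin of higher or lower genes.

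The 2 MCF10A eGFP libraries differ more than the 2 MCF10A GIRK1 libraries do, with an SD of the log2 ratio of 0.68 against 0.37 over 9212 genes. MCF10A eGFP replicate 2 lies as near to WT replicate 2 (0.36) as the MCF10A GIRK1 libraries lie to each other. MCF10A eGFP replicate 1 lies farther from WT replicate 2 (0.77) than the MCF10A GIRK1 libraries do (0.61 and 0.64). Thinning MCF10A eGFP replicate 2 to the depth of MCF10A eGFP replicate 1 gave 0.38 against WT replicate 2, so lower depth does not account for it, and a smooth fit on amplicon GC content removed 5.12% of the variance of the log2 ratio between the MCF10A eGFP libraries. What sets MCF10A eGFP replicate 1 apart was not tested further.

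The type I interferon-stimulated genes were at a similar level in MCF10A eGFP and WT replicate 2, with median log2 ratios of -0.36 and -0.27 for MCF10A eGFP replicates 1 and 2 against 2.71 and 3.26 for the MCF10A GIRK1 libraries. A low level in the MCF10A eGFP line therefore does not account for the difference, and stable transfection with the plasmid backbone and G418 selection, which MCF10A eGFP also underwent, was not accompanied by a rise there. With the correction for amplicon GC content the median log2 fold change of the list was 3.80. Of control libraries, 0 share the tag in the names of the MCF10A GIRK1 libraries, whose meaning is not known. If it marks a sequencing run, a run that holds the MCF10A GIRK1 libraries alone cannot be told apart from an effect of GIRK1. As a hypothesis, the response may be of the type I rather than the interferon-γ kind. The type I list (36 genes) had a median log2 fold change 2.87 above that of the interferon-γ-preferential list (6 genes), with an exact permutation p of 0.0250 (2-sided, 5245786 assignments of genes to the lists, genes not being independent replicates). Random assignments had been drawn first and were replaced by this enumeration. The list itself had 36 of 36 genes higher in MCF10A GIRK1 in the 6-library fit. IFNG had 0 reads in all 6 libraries, CIITA had 1 read in WT replicate 2 and 0 elsewhere, and HLA-DRA had 0 reads in all. IFNB1 had 2 reads in each MCF10A GIRK1 library, 1 in WT replicate 2 and 0 in MCF10A eGFP, all under the floor of 3 reads, so no difference was detectable. Among other genes that interferon-γ induces, CXCL10 had 1 and 35 reads in MCF10A eGFP and 119 and 164 in MCF10A GIRK1 (log2 fold change 2.79; adjusted p = 0.934 in the 6-library fit, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and not below 0.05 in the 4-library fit either), and GBP5 had 0 and 0 against 4 and 10 and was not tested. GBP4, CXCL9 and IDO1 had at most 3 reads in each of these 4 libraries, so no difference was detectable. These genes were chosen for display after the list result was known. Which interferon, if any, acts on the cells was not tested.

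For genes lower in MCF10A GIRK1 by the fold and coefficient rule, WT replicate 2 lay nearer to the MCF10A GIRK1 mean than to the MCF10A eGFP mean on log2(RPM + 1) for 48.4% of 682 genes, and for genes higher in MCF10A GIRK1, for 37.2% of 627. Because the genes were selected for a difference from MCF10A eGFP, noise in MCF10A eGFP raises these shares. In the heat maps it was 26 of 49 ECM, 26 of 50 migration and 26 of 50 wound healing genes, against 1 of 47 IFγ genes. With a single WT library and shares near an even split for the lower genes, how far a change of the MCF10A eGFP line contributes was not resolved. COL6A2, named in the paper and seen before the test, had 1 read in WT replicate 2 and in each MCF10A GIRK1 library against 35 and 94 in MCF10A eGFP. Against WT replicate 2, the ECM genes had median log2 ratios of 1.20 and 0.45 in MCF10A eGFP and -0.82 and -0.80 in MCF10A GIRK1. For the G2/M list the values were 0.10 and 0.08 in MCF10A eGFP and -0.76 and -0.90 in MCF10A GIRK1, and for the S-phase list 0.65 and 0.10 in MCF10A eGFP and 0.17 and -0.12 in MCF10A GIRK1. These compare single libraries and carry no test.

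KCNJ5, KCNJ6 and KCNJ9, which encode the other GIRK subunits, had 0 reads in all 6 libraries, where 3 reads correspond to between 0.187 and 1.20 RPM. Whether their amplicons work was not tested. The paper refers to GIRK4 protein in MCF10A from earlier work.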
